# Elevating SOX2 Downregulates MYC through a SOX2:MYC Signaling Axis and Induces a Slowly Cycling Proliferative State in Human Tumor Cells

**DOI:** 10.3390/cancers14081946

**Published:** 2022-04-12

**Authors:** Ethan P. Metz, Phillip J. Wilder, Tessa M. Popay, Jing Wang, Qi Liu, Achyuth Kalluchi, M. Jordan Rowley, William P. Tansey, Angie Rizzino

**Keywords:** SOX2, MYC (c-MYC), medulloblastoma, prostate cancer, colorectal cancer

## Abstract

**Simple Summary:**

The ability of slowly cycling/infrequently proliferating tumor cells to evade treatment with therapies that target actively proliferating tumor cells represents a major clinical challenge. Previous studies established that high levels of SOX2 in both fetal and tumor cells restrict cell proliferation and induce a slowly cycling state. However, the mechanisms through which elevated SOX2 levels inhibit tumor cell proliferation have not been identified. The studies presented here set out to determine the mechanisms through which SOX2 elevation restricts tumor cell proliferation. We demonstrated that elevating SOX2 decreases the expression of MYC and MYC target genes. We also determined that the downregulation of MYC is a critical mechanistic step necessary to maintain survival in the slowly cycling state induced by elevated SOX2. Altogether, our studies uncover a novel SOX2:MYC signaling axis and provide important insights into the molecular mechanisms through which SOX2 elevation induces a slowly cycling proliferative state.

**Abstract:**

Slowly cycling/infrequently proliferating tumor cells present a clinical challenge due to their ability to evade treatment. Previous studies established that high levels of SOX2 in both fetal and tumor cells restrict cell proliferation and induce a slowly cycling state. However, the mechanisms through which elevated SOX2 levels inhibit tumor cell proliferation have not been identified. To identify common mechanisms through which SOX2 elevation restricts tumor cell proliferation, we initially performed RNA-seq using two diverse tumor cell types. SOX2 elevation in both cell types downregulated MYC target genes. Consistent with these findings, elevating SOX2 in five cell lines representing three different human cancer types decreased MYC expression. Importantly, the expression of a dominant-negative MYC variant, omomyc, recapitulated many of the effects of SOX2 on proliferation, cell cycle, gene expression, and biosynthetic activity. We also demonstrated that rescuing MYC activity in the context of elevated SOX2 induces cell death, indicating that the downregulation of MYC is a critical mechanistic step necessary to maintain survival in the slowly cycling state induced by elevated SOX2. Altogether, our findings uncover a novel SOX2:MYC signaling axis and provide important insights into the molecular mechanisms through which SOX2 elevation induces a slowly cycling proliferative state.

## 1. Introduction

The stem cell transcription factor SOX2 plays diverse and critical roles during mammalian development and cancer. SOX2 has been implicated in the development and progression of more than 20 human cancer types [1]. In most of these cancers, SOX2 expression is correlated with negative outcomes. During mammalian development, SOX2 is required at many stages, including during peri-implantation development when SOX2-null embryos cease development [2]. Importantly, the effects of SOX2 across multiple contexts are highly dependent on its dosage [3]. Previous studies have demonstrated that although SOX2 is essential in embryonic stem cells [4], increasing SOX2 levels in these cells as little as twofold disrupts their self-renewal capacity and triggers differentiation [5]. Similarly, elevated levels of SOX2 relative to Oct4, Klf4, and c-MYC decrease the efficiency of reprogramming into induced pluripotent stem cells (iPSCs) [6,7,8].

SOX2 dosage is also important in governing its functions during development. In the developing nervous system, high levels of SOX2 maintain the stemness and quiescence of radial glial progenitor cells. These studies further demonstrated that the repression of SOX2 by proneural transcription factors was a critical regulatory step that enabled the proliferation and differentiation of neural progenitor cells [9]. Additional studies have shown that cells expressing high levels of SOX2 in endoderm-derived organs, such as the lung and stomach, are less proliferative relative to cells with lower levels of SOX2 expression. These studies also established a causal role between high levels of SOX2 and growth inhibition: interfering with SOX2 in the SOX2^high^ cells increased proliferation, whereas elevating SOX2 in their SOX2^low^ counterparts decreased proliferation [10].

Consistent with the growth inhibitory effects of SOX2 during development, high levels of SOX2 expression within a tumor are associated with slow cycling/infrequently proliferating cancer stem cells. In a mouse model of sonic hedgehog (SHH) medulloblastoma, high SOX2 expression is present in a small subpopulation of cells that proliferate infrequently. These slowly cycling SOX2^high^ cells exhibit resistance to chemotherapy and are able to repopulate the tumor and drive relapse [11]. High levels of SOX2 have also been observed in lung and colorectal tumor cells that display higher tumor-initiating capacities and decreased growth rates compared with SOX2^low^ cells within the tumor [12,13]. 

Slowly cycling/infrequently proliferating tumor cells present a significant clinical challenge because these cells demonstrate resistance to conventional chemotherapies that target rapidly proliferating cells. In animal models, these slow cycling tumor cells have been shown to provide a drug-resistant reservoir that can evade chemotherapy and drive tumor recurrence when chemotherapy is stopped [11]. In cancer xenograft models, treatment with several common chemotherapy regimens has been shown to induce a slowly cycling, drug-tolerant persister (DTP) cell state [14,15]. Significantly, the DTP cells exhibit phenotypic properties parallel to embryonic growth arrest, known as diapause. These properties include reversible growth inhibition, decreased MYC transcriptional activity, and reduced rates of protein biosynthesis [14,15,16,17,18]. Thus, tumor cells appear to hijack developmental growth arrest mechanisms enabling chemotherapy resistance. Understanding the mechanisms through which tumor cells induce the slowly cycling, drug-resistant state is critical to identifying therapeutic targets and enabling the eradication of these cells. 

Previous work from our laboratory has demonstrated that elevating SOX2 from a doxycycline (Dox)-inducible promoter inhibits the proliferation of multiple human cancer types [19,20,21,22]. For three of these tumor types, we have shown that SOX2 elevation in vivo induces a reversible state of tumor growth arrest, where tumor growth is abruptly halted when SOX2 is elevated until SOX2 returns to endogenous levels [22]. Intriguingly, growth inhibition by elevated SOX2 did not significantly disrupt the cell cycle distribution of engineered SOX2-inducible (i-SOX2) tumor cells. Rather, SOX2 elevation in these cells downregulated a broad spectrum of the cell cycle machinery governing progression through multiple phases of the cell cycle [22]. Altogether, our work and that of other groups strongly suggest that tumor cells hijack the growth inhibitory effects of elevated SOX2, consequently generating a reservoir of slowly cycling, drug-resistant tumor cells that can resist chemotherapy and drive disease recurrence. Given the significant clinical challenge posed by drug-resistant, slowly cycling tumor cells, understanding the molecular mechanisms through which elevated SOX2 induces this state should help identify therapeutic targets that will enable the eradication of these cells. The studies reported here set out to investigate the underlying mechanisms through which elevated SOX2 restricts tumor cell proliferation.

## 2. Materials and Methods

### 2.1. Cell Culture

ONS76, LNCaP, and DU145 and derived cell lines engineered for the inducible overexpression of SOX2: i-SOX2-ONS76, i-SOX2-LNCaP, and i-SOX2-DU145 have been described previously [21,22]. UW228 cells were obtained from Sutapa Ray (UNMC, Omaha, NE, USA). HCT116 cells were obtained from the American Type Culture Collection (Manassas, VA, USA). All cells, including i-SOX2-derived lines, were cultured in Dulbecco’s modified Eagle’s (DME) medium supplemented with 10% fetal bovine serum. Doxycycline (Dox, Clontech, Mountain View, CA, USA) was suspended in phosphate-buffered saline (PBS). SOX2 overexpression was induced by adding Dox to the culture medium at the times and concentrations indicated. Tamoxifen (4-OHT, Sigma, St. Louis, MO, USA) was dissolved in ethanol. MYC-ER nuclear translocation was induced by adding 4-OHT to the culture medium at the indicated times and concentrations. Cell proliferation was assessed by MTT assays performed on triplicate samples, as described previously [19,20,21,22]. Statistical significance was determined using a two-tailed Student’s *t*-test, with a significance threshold of *p* = 0.05. Cell lines not obtained from the American Type Culture Collection were verified by genetic analysis performed by the UNMC Molecular Diagnostics Laboratory. All cell lines were tested for the presence of mycoplasma and found to be negative. 

### 2.2. Vector Preparation and Construction

Cells were engineered for Dox-inducible SOX2 expression, as described previously [19,20,21,22]. pInducer-Omomyc has been previously described [23]. pLV-EF1a-cMyc-ER was created by insertion of the 2.3kB SalI-BamHI fragment containing the myc-ER coding sequence of pBabepuro-myc-ER (Addgene, Watertown, MA, USA, #19128) between the EcoRI and BamHI sites of pLV-EF1a-IRES-hygro (Addgene, Watertown, MA, USA, #85134). In this process, the SalI and EcoRI ends were blunted with Klenow before ligation. Lentiviral vectors were packaged as previously described [19,20,21,22]. Lentiviruses were diluted in DME + 10% FBS supplemented with 10 mM HEPES and 6 mg/mL polybrene and medium was added to cells. Successfully transduced cells were selected by puromycin, G418, or hygromycin resistance. 

### 2.3. RNA Isolation, cDNA Synthesis, and qPCR

RNA isolation was performed using the RNeasy kit (Qiagen, Germantown, MD. USA). Cells were lysed using RLT buffer and Qiashredder columns (Qiagen, Germantown, MD, USA), as outlined in the manufacturer’s protocols. RNA was then purified using RNeasy columns and eluted in RNase-free water. cDNA was synthesized using the Agilent High Fidelity 1st Strand cDNA synthesis kit (Agilent Technologies, La Jolla, CA, USA). cDNA was synthesized for 1 h at 42 °C, then terminated for 15 min at 70 °C. Primers used in qPCR to quantify mRNA are provided in Table 1. qPCR amplification and quantification were performed on a Bio-Rad CFX96 Real-Time PCR detection system (Bio-Rad, Hercules, CA, USA) and detected using RT^2^ SYBR Green qPCR mastermix (Qiagen, Germantown, MD, USA). Transcripts for each gene were measured in triplicate for each treatment group. Expression levels for target genes were confirmed using a second set of primers. *GAPDH* was used as a loading control. Statistical significance was determined using a two-tailed Student’s *t*-test with a significance threshold of *p* = 0.05. 

### 2.4. mRNA Sequencing

i-SOX2-ONS76, i-SOX2-LNCaP, and i-Omomyc-ONS76 cells were cultured in the presence or absence of Dox for 4 days. mRNA was harvested as outlined above. RNA samples were assessed for purity and quality. Library preparation and transcriptome sequencing on an Illumina NovaSeq 6000 platform were performed by Novogene (Beijing, China). For differential expression analysis, paired-end reads were aligned to the human genome version hg38 using STAR 2.7.3a guided by Ensembl gene annotations [24], and annotated transcripts were quantified and TPM normalized using Stringtie 2.1.1 [25]. Differential expression was assessed by DESeq2 [26] and significantly changed genes were required to have a Benjamini–Hochberg adjusted *p* value of < 0.05 and a 1.5-fold change in expression. Gene Ontology (GO) and gene set enrichment analysis (GSEA) were performed using WebGestalt [27] and GSEA, whereas P-HIPSTer pathogen–host predictions were obtained via Enrichr [28]. 

### 2.5. Chromatin Immunoprecipitation and Library Preparation 

Chromatin preparation was performed as described by Thomas et al. [29]. Confluent plates of ONS76 cells were cross-linked with 1% methanol-free formaldehyde (Thermo Fisher, Rockford, IL, USA, 8908) for 10 min before being quenched using 0.125mM glycine. Cells were then rinsed twice in ice-cold 1X PBS, harvested by scraping, and centrifuged. The resulting cell pellet was resuspended in formaldehyde lysis buffer (FALB: 50 mM HEPES pH 7.5, 140 mM NaCl, 1mM EDTA, and 1% Triton X-100) + 1% SDS + PIC (Roche, Denville, NJ, USA, 05056489001), and lysed on ice for 30 min. Cells were sonicated in a BioRuptor (Diagenode) for 25 min, 30s on/30s off, and debris removed by centrifugation. 

To chromatin prepared from ~10 million cells, 800 ng rabbit anti-IgG (Cell Signaling, Danvers, MA, USA, 2729S) or rabbit anti-MYC [Y69] (Abcam, Cambridge, UK, ab32072) was added, and samples were rotated overnight at 4 °C. Protein A Agarose (Roche, Denville, NJ, USA, 11134515001) was blocked with 10 μg BSA, added to each sample, and rotated at 4 °C for 2–4 h. Washes were then performed with low-salt wash buffer (20 mM Tris pH 8.0, 150 mM NaCl, 2 mM EDTA, 1% Triton X-100), high-salt wash buffer (20 mM Tris pH 8.0, 500 mM NaCl, 2 mM EDTA, 1% Triton X-100), lithium chloride wash buffer (10 mM Tris pH 8.0, 250 mM LiCl, 1 mM EDTA, 1% Triton X-100), and twice with TE (10 mM Tris pH 8.0, 1 mM EDTA). ChIP samples were de-crosslinked in 50 μL TE + 200 mM NaCl + 0.1% SDS + 20–40 μg PK (Macherey-Nagel, Duren, Germany, 740506) at 65 °C overnight. Three independent ChIP samples, performed using the same antibody with the same batch of chromatin, were combined. The DNA was then extracted with phenol–chloroform–isoamyl alcohol, and ethanol precipitated with glycogen (Roche, Denville, NJ, USA, 10901393001). 

Library preparation was performed using NEBNext Ultra II DNA Library Prep Kit for Illumina (NEB, Ipswich, MA, USA, E7645S) with dual indexing using NEBNext Multiplex Oligos for Illumina (NEB, Ipswich, MA, USA, E6440). An additional AMPure clean-up at the start of library preparation was included. Sequencing was carried out by Vanderbilt Technologies for Advanced Genomics (VANTAGE) using 150 bp paired-end sequencing on Illumina NovaSeq. 

### 2.6. Bioinformatics Analyses 

ChIP-Seq reads were aligned to the human genome hg19 using Bowtie2 [30]. Peaks in each sample were determined using MACS2 with q-value of 0.05 [31]. Consensus peaks in each condition were identified using DiffBind [32], where peaks occurring in at least two replicates were included. Peak locations were annotated using Homer [33] and assigned to putative nearby target genes. Enriched motifs were identified by the Homer command findMotifsGenome with the default region size and the motif length (-size 200 and -len 8, 10, 12). 

### 2.7. Western Blotting

Harvested cells were lysed using RIPA buffer (ThermoFisher, Rockford, IL, USA). RIPA lysis buffer was supplemented with protease and phosphatase inhibitors as previously described [34,35]. Western blot analysis was performed as previously described [34,35]. Nuclear and cytoplasmic protein extracts were prepared using the Pierce NE-PER^TM^ nuclear and cytoplasmic extraction kit (ThermoFisher, Rockford, IL, USA), as described previously [5,36]. The following antibodies from Cell Signaling Technology, Danvers, MA, USA, were used for Western blot analysis: SOX2 (#3579, 1:1000), MYC (#18583, 1:1000), cleaved Caspase-3 (#9664,1:1000), cleaved PARP (#5625,1:1000), LSD1 (#4218,1:1000), GAPDH (#2118,1:1000), HDAC1 (#34586, 1:1000), b-Tubulin (#2146, 1:1000). LSD1 and GAPDH were used as purity controls for nuclear and cytoplasmic fractions, respectively. HDAC1 and b-Tubulin were used as loading controls. Rabbit primary antibodies were detected with an anti-rabbit-IgG-AP secondary antibody (A3687, Sigma-Aldrich, St. Louis, MO, USA, 1:5000), as described previously [34,35]. Mouse primary antibodies were detected with an anti-mouse-IgG-AP secondary antibody (A4312, Sigma-Aldrich, 1:5000), as described previously. 

### 2.8. Cell Cycle Analysis

Cells were plated at subconfluent densities and cultured in the presence or absence of Dox for 4 days. Cells were then stained for cell cycle analysis according to the Telford method, as previously described [19]. Floating cells were collected and included in all cell cycle analyses. Flow cytometry analysis of triplicate samples was performed by the UNMC Flow Cytometry Research Facility.

### 2.9. Translation Assay

Nascent protein synthesis was measured following 48 h culture in the presence or absence of Dox using the Click-iT HPG Alexa Fluor 488 Protein Synthesis Assay Kit (ThermoFisher, Rockford, IL, USA), according to the manufacturer’s protocol. The fluorescent intensity of incorporated HPG-Alexa Fluor 488 in triplicate samples was measured by flow cytometry performed by the UNMC Flow Cytometry Research Facility. Mean fluorescence intensities for each treatment group were normalized to the mean fluorescent intensity of the control treatment group. Statistical significance was determined using a two-tailed Student’s *t*-test with a significance threshold of *p* = 0.05. 

### 2.10. Nuclear Run-On Assay 

Nuclear run-on was performed as described previously [37]. In brief, after 24 h of treatment with the indicated doses of Dox, cells were harvested via trypsin and lysed in NP-40 lysis buffer (10 mM Tris-HCl pH 7.4, 10 mM NaCl, 3 mM MgCl_2_, and 0.5% NP-40). Isolated nuclei were resuspended in nuclei storage buffer (50 mM Tris-HCl, pH 8.3, 0.1 mM EDTA, 5 mM MgCl_2_, 40% glycerol) and then mixed with an equal volume of 2× transcription reaction buffer (20 mM Tris-HCl, pH 8.3, 5 mM NaCl, 3 mM MgCl_2_, 300 mM KCl, 4 mM DTT) supplemented with 50 units RNase inhibitor, 1mM ATP, 1 mM GTP, 1 mM CTP, 0.5 mM UTP, and 0.5 mM 5-BrUTP (Sigma Aldrich, St. Louis, MO, USA). The reaction was incubated for 30 min at 30 °C. RNA from transcription was isolated with the MegaClear transcription clean-up kit, according to the manufacturer’s protocol. Purified RNA was incubated with 2 mg anti-BrdU antibody for 30 min at room temperature and then immunoprecipitated with Dynabeads Protein G (Invitrogen, Waltham, MA, USA). Precipitated RNAs were extracted by Trizol reagent (ThermoFisher, Rockford, IL, USA, 15596026).

## 3. Results

### 3.1. Elevating SOX2 Downregulates MYC Target Gene Expression

Previous studies from our laboratory have shown that the inducible elevation of SOX2 reversibly inhibits the proliferation and tumor growth of multiple cancer cell types [19,20,21,22]. To identify potential mechanisms driving the growth-inhibitory effects of elevated SOX2, we performed RNA-seq using two diverse tumor cell types to identify genes and pathways affected in common. For these studies, SOX2-inducible medulloblastoma (i-SOX2-ONS76) and prostate tumor (i-SOX2-LNcaP) cells were used. 

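RNA was sequenced from 3 libraries of Dox-treated cells and 3 libraries of untreated control cells of each line, harvested on day 4. ONS76 is an established human medulloblastoma line and LNCaP an established human prostate tumor line. In both i-SOX2 derivatives, Dox (100 ng/mL) induces SOX2 from a transgene. The authors aligned paired-end reads to hg38 with STAR and quantified transcripts with StringTie, and the deposited values are unnormalized counts per Ensembl gene, all whole numbers. The paper's text does not name the step that turned the StringTie output into counts, the strand that was counted, or how reads that map to several genes were treated. Between 73019966 and 99157182 counts were recorded per i-SOX2-ONS76 library, with a median of 92762836 in the controls and 76358424 with Dox. The i-SOX2-LNCaP libraries held 56023022 to 79092458 counts, with a median of 67501894 in the controls and 62159317 with Dox. A count of 3, taken as the upper limit that a count of 0 allows, is 0.0312 to 0.0403 CPM (edgeR's counts scaled for library size) in the former libraries and 0.039 to 0.052 CPM in the latter, and it covers counting error only. Genes with too few counts were removed by edgeR's filterByExpr, which left 19894 genes of i-SOX2-ONS76 and 19915 of i-SOX2-LNCaP. The libraries were scaled by TMM, and Dox-treated and control cells were compared within each line by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. DEGs had to pass the limits the paper gives, an adjusted p below 0.05 and a 1.5-fold change. The paper used DESeq2, which was run on the same counts as an alternative. The spread of a gene between replicate libraries (biological coefficient of variation, edgeR) was 17% in i-SOX2-ONS76 and 23.2% in i-SOX2-LNCaP. SOX2 (ENSG00000181449) lies on chromosome 3 of hg38 from 181711925 to 181714436, and its exons overlap no other gene's. Its expression rose from 101 ± 3.04 CPM (SD, n = 3) in control i-SOX2-ONS76 cells to 757 ± 31.1 CPM (SD, n = 3) with Dox, a log2 fold change of 2.91 (standard error 0.05, adjusted p = 9.74e-13, edgeR). In i-SOX2-LNCaP cells it rose from 1.71 ± 0.336 CPM (SD, n = 3) to 126 ± 10.4 CPM (SD, n = 3), a log2 fold change of 6.19 (standard error 0.15, adjusted p = 3.26e-08, edgeR). In both lines each Dox library was above each control. The counts do not separate transcripts of the transgene from those of the cells' own SOX2.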

Previous work in our laboratory has shown that both cell lines are growth-inhibited when SOX2 is elevated from an inducible promoter [21,22]. RNA-seq analysis identified 5989 and 769 differentially expressed genes (DEGs) when SOX2 was elevated in the i-SOX2-ONS76 and i-SOX2 LNCaP cells, respectively (Figure 1A and Figure S1A). Of these DEGs, 310 were affected in common between the two cell lines (Figure 1A). 

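In i-SOX2-ONS76 cells edgeR called 5848 DEGs, 2824 up and 3024 down. In i-SOX2-LNCaP cells it called 545, 490 up and 55 down. DESeq2 called 6001 (2807 up, 3194 down) and 768 (645 up, 123 down). The split by direction in i-SOX2-ONS76 depended on the scaling, since 48.3% of the DEGs rose with TMM and 56.3%, 3369 up and 2612 down, when libraries were scaled by their size alone. Of the alternatives, dropping the fold-change limit moved the i-SOX2-ONS76 count most, to 10828, and a test against a 1.5-fold change moved the i-SOX2-LNCaP count most, to 166. The i-SOX2-LNCaP count also depended on each control library, as it was 294 without control replicate 1, 302 without control replicate 2 and 334 without control replicate 3. In 5823 of the i-SOX2-ONS76 DEGs and in all 545 of the i-SOX2-LNCaP DEGs, the 3 Dox libraries lay on one side of the 3 controls. Over all tested genes this held for 62.3% and 25.6%, where chance gives 10%. TRIM48 (ENSG00000150244, chromosome 11, 55262155 to 55271114) had no count in any control i-SOX2-ONS76 library and 51.6 ± 4.01 CPM (SD, n = 3) with Dox, at least 1480-fold higher with a floor of 3 counts per library. How reads shared between TRIM48 and its close paralogs were counted is not known. GABRQ (ENSG00000268089, chromosome X, 152637895 to 152657542) rose from 3.03 ± 0.0975 to 490 ± 21.3 CPM (SD, n = 3 each), a log2 fold change of 7.34 (standard error 0.06, adjusted p = 1.07e-14, edgeR), and IL31RA rose from 0.27 to 23 CPM. KRT4 (ENSG00000170477, chromosome 12, 52806549 to 52814116) fell from 36 ± 1 to 0.353 ± 0.131 CPM (SD, n = 3 each), a log2 fold change of -6.66 (standard error 0.18, adjusted p = 1.34e-09, edgeR). RCSD1, whose exons overlap those of 1 other gene, fell from 21.4 to 0.808 CPM, and NGFR, whose exons overlap those of NGFR-AS1 and 1 other gene, from 145 to 6.1 CPM. In i-SOX2-LNCaP cells, MOBP (ENSG00000168314, chromosome 3, 39467198 to 39529479), whose exons overlap those of 1 other gene, had no count in any control and 34.2 ± 4.31 CPM (SD, n = 3) with Dox, at least 768-fold higher with the same floor. SOX21 had 0, 19 and 0 counts in the controls and 3233 to 4200 with Dox (adjusted p = 0.00525, edgeR, from 6.24e-07 to 0.0796 over its alternatives), so that without control replicate 2 every control was at 0. The antisense gene SOX21-AS1 rose from 0.105 ± 0.0444 to 28.2 ± 3.04 CPM (SD, n = 3 each), a log2 fold change of 8.06 (standard error 0.24, adjusted p = 1.26e-07, edgeR). ATF3 fell from 170 ± 5.06 to 88.4 ± 19.2 CPM (SD, n = 3 each), a log2 fold change of -0.94 (standard error 0.14, adjusted p = 0.00695, edgeR). CD55 fell from 17.8 to 8.81 CPM (adjusted p = 0.0192, edgeR) and RLN1, whose sequence is close to that of its paralog RLN2, from 18.7 to 10.1 CPM (adjusted p = 0.0191, edgeR). Neither passed the adjusted p limit without control replicate 1, 2 or 3 or without Dox replicate 1. The adjusted p was then 0.0676, 0.1, 0.0695 and 0.064 for CD55, over a range of 7.53e-06 to 0.1 across all its alternatives, and 0.0781, 0.0923, 0.087 and 0.0663 for RLN1, over a range of 2.64e-05 to 0.0923 (edgeR and DESeq2).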

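By edgeR, 247 DEGs were shared between i-SOX2-ONS76 and i-SOX2-LNCaP cells, where 124 would be expected among the 17090 genes tested in both (odds ratio 3.31, two-sided Fisher's exact test, p = 5.49e-35). Genes are not independent replicates, so this p describes the overlap only. The shared DEGs were 4.22% of those in i-SOX2-ONS76 and 45.3% of those in i-SOX2-LNCaP. Of the 247, 153 rose in both lines and 9 fell in both, 78 fell in i-SOX2-ONS76 and rose in i-SOX2-LNCaP, and 7 did the opposite. The direction was thus shared by 65.6% (95% Wilson interval 59.5% to 71.2%). Across all genes tested in both lines, Spearman's rho between the log2 fold changes was 0.108. With DESeq2 the lines shared 310 DEGs, of which 15 fell in both. By edgeR the number that fell in both was 3 without control replicate 1 of i-SOX2-LNCaP and 14 without its Dox replicate 1. Of the alternatives, dropping the fold-change limit gave the highest count, 592, of which 65.5% had the same direction, and a test against a 1.5-fold change the lowest, 67, of which 80.6% did. Leaving out a control library of i-SOX2-LNCaP lowered the shared count to 145 (replicate 1), 151 (replicate 2) and 152 (replicate 3), with the same direction in 78.6%, 76.2% and 75% of them. Besides SOX2, the genes of at least 10 CPM with the largest rise in both lines were IGFBP3 and TCIM. IGFBP3 (ENSG00000146674, chromosome 7, 45912245 to 45921874) rose from 1.2 ± 0.56 to 25.6 ± 2.26 CPM in i-SOX2-ONS76 and from 1.99 ± 0.283 to 146 ± 21.2 CPM in i-SOX2-LNCaP cells (SD, n = 3 each; adjusted p = 0.00043 and 3.26e-08, edgeR). TCIM (ENSG00000176907, chromosome 8, 40153482 to 40155310) rose from 7.61 to 34.4 CPM and from 0.467 to 21.6 CPM. Among genes of at least 10 CPM, the largest falls in both lines were those of COL16A1, GDF15 and GADD45A. COL16A1, whose exons overlap those of PEF1-AS1, fell from 74.4 to 21.6 CPM in i-SOX2-ONS76 and from 15.3 to 8.65 CPM in i-SOX2-LNCaP (adjusted p = 1.3e-10 and 0.00709, edgeR). Without control replicate 1 of i-SOX2-LNCaP its adjusted p was 0.0512, at the top of a range of 7.53e-06 to 0.0512 over its alternatives (edgeR and DESeq2). GDF15 (ENSG00000130513, chromosome 19, 18374731 to 18389176) fell from 139 ± 3.52 to 33.4 ± 4.09 CPM and from 1780 ± 149 to 1080 ± 99.2 CPM (SD, n = 3 each; adjusted p = 1.56e-08 and 0.00393, edgeR). GADD45A fell from 77.7 to 38.4 CPM in i-SOX2-ONS76 and from 55.9 to 34.4 CPM in i-SOX2-LNCaP (adjusted p = 1.9e-08 and 0.0246, edgeR). In i-SOX2-LNCaP its adjusted p was 0.0883, 0.115 and 0.106 without control replicate 1, 2 and 3 and 0.0656 without Dox replicate 1, within a range of 3.35e-05 to 0.115 over its alternatives (edgeR and DESeq2).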

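MYC (ENSG00000136997) lies on chromosome 8 from 127735434 to 127742951, and its exons overlap those of CASC11. In i-SOX2-ONS76 cells its expression fell from 132 ± 1.67 to 10.3 ± 0.751 CPM (SD, n = 3 each), a log2 fold change of -3.69 (standard error 0.06, adjusted p = 1.02e-12, edgeR), which left 7.76% of the control level. In i-SOX2-LNCaP cells it fell from 363 ± 11.8 to 276 ± 33.5 CPM (SD, n = 3 each), a log2 fold change of -0.40 (standard error 0.10, adjusted p = 0.0494, edgeR), which left 76%. Each Dox library was below each control in both lines, with 367, 349 and 372 CPM in the i-SOX2-LNCaP controls and 274, 310 and 243 CPM with Dox. The fall in i-SOX2-LNCaP is smaller than the 1.5-fold limit for DEGs, and its adjusted p stayed below 0.05 only in part of the alternatives, over which it ranged from 0.00167 to 0.196 (edgeR and DESeq2). It was 0.196, 0.164 and 0.192 without control replicate 1, 2 and 3, 0.111 without Dox replicate 1, and 0.065 with the libraries scaled by their size alone (edgeR). The difference between the lines was tested in a joint edgeR fit of both lines as the difference of their Dox effects. For MYC it was -3.32 on the log2 scale (standard error 0.11, adjusted p = 1.65e-09, edgeR). Of the 23270 genes in that fit, 4488 differed between the lines at the limits used for DEGs, 1843 with a higher and 2645 with a lower effect in i-SOX2-ONS76. Only 17090 genes were tested in both single-line fits, so a difference can also mean that a gene had too few counts in the other line. The SOX2 rise differed by -3.31 (standard error 0.15, adjusted p = 1.02e-08, edgeR), being larger in i-SOX2-LNCaP, which started from little SOX2.

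**Figure D1:**
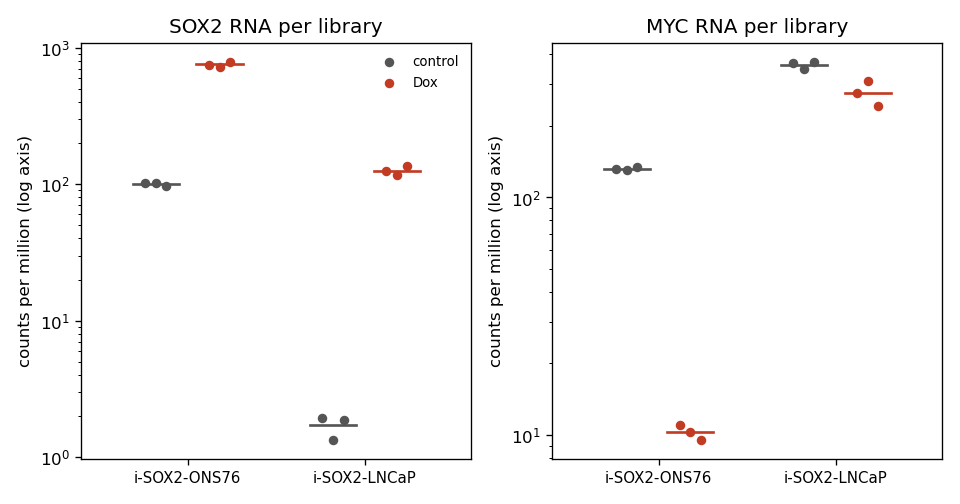
Expression of SOX2 (left) and MYC (right) in each library of control (grey) and Dox-treated (red) i-SOX2-ONS76 and i-SOX2-LNCaP cells, in CPM on a log axis. Points are the 3 libraries of each group and bars their mean; the MYC mean falls from 132 to 10.3 in i-SOX2-ONS76 and from 363 to 276 in i-SOX2-LNCaP.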

Based on our findings presented below (Figure 2A), we believe that the difference in number of DEGs between i-SOX2-ONS76 and i-SOX2-LNCaP cells may be due to differences in the magnitude of MYC downregulation when SOX2 is elevated in these cells. 

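The published gene sets for MYC targets were not at hand, so shorter lists of MYC target genes fixed beforehand were tested in each line, 55 genes of ribosome biogenesis and 50 other genes that MYC is known to activate. Each list was tested with camera (limma) at a preset correlation between genes of 0.01, with Benjamini-Hochberg adjustment over 18 pairs of list and line. In i-SOX2-ONS76 cells all 55 ribosome biogenesis genes had a log2 fold change below 0, with a median of -1.02 (quartiles -1.21 and -0.76, adjusted p = 6.33e-34, camera). Of these, 49 were DEGs, and 49 were when adjusted over the list alone. Of the 50 other MYC targets 49 were below 0, with a median of -0.91 (adjusted p = 2.06e-24, camera), and 36 were DEGs over all genes as well as when adjusted over the list alone. The largest fall of each list was that of RCL1, from 36 ± 2.65 to 12.7 ± 0.671 CPM, and of HK2, from 43 ± 3.16 to 10.4 ± 0.112 CPM (SD, n = 3 each; adjusted p = 6.33e-09 and 3.03e-10, edgeR). In i-SOX2-LNCaP cells the 55 ribosome biogenesis genes were also all below 0, but with a median of -0.19 (quartiles -0.27 and -0.12, adjusted p = 3.78e-10, camera), and 42 of the 50 other MYC targets were, with a median of -0.15 (adjusted p = 7.77e-06, camera). By edgeR 0 genes of either list were DEGs there, with 1 ribosome biogenesis gene and 0 others when adjusted over the list alone. At an unadjusted p under 0.05 edgeR gave 23 and 17 genes that fell, and DESeq2 called 1 ribosome biogenesis gene and 0 others. At an adjusted p under 0.05 without the fold-change limit, edgeR gave 5 and 1 that fell. All 4 list results held under limma's fry test. With a correlation estimated from the data 3 of them held, and that of the other MYC targets in i-SOX2-LNCaP did not (adjusted p = 0.182, camera), the adjusted p of this result ranging from 3.05e-09 to 0.182 over its alternatives. The falls were larger in i-SOX2-ONS76 than in i-SOX2-LNCaP by a median of -0.85 for ribosome biogenesis and -0.76 for the other MYC targets (adjusted p = 1.94e-24 and 2.27e-21, camera on the difference of the Dox effects, adjusted over the 6 lists), and both differences held under fry and with an estimated correlation.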

Gene set enrichment analysis (GSEA) of DEGs against oncogenic signature and hallmark gene sets [38] revealed that SOX2 elevation in each cell line significantly downregulated the expression of MYC target gene sets (HALLMARK_MYC_TARGETS_V1 and HALLMARK_MYC_TARGETS_V2, Figure 1B,C). To extend these findings, we searched the ChIP Enrichment Analysis (ChEA) database and found that genes downregulated upon SOX2 elevation in i-SOX2-ONS76 and i-SOX2-LNCaP cells were significantly enriched for MYC consensus target genes [39], as well as MYC’s obligate binding partner, MAX [40,41] (Figure S1C,D). Additionally, Gene Ontology (GO) analysis found that downregulated genes in both cell lines also demonstrated significant enrichment for biological processes regulated by MYC transcriptional activity, including protein translation, ribosome biogenesis, and cell cycle regulation (Figure S1C,D) [42,43]. Together, these findings indicate that SOX2 elevation downregulates the expression of MYC target genes in two diverse human cancer types. 

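Of the processes named, protein translation was measured on 78 genes of cytosolic ribosomal proteins and 20 genes of cytosolic aminoacyl-tRNA synthetases, and cell cycle on 42 genes. In i-SOX2-ONS76 cells all 78 ribosomal protein genes were below 0, with a median log2 fold change of -0.79 (adjusted p = 1.69e-29, camera), and 65 were DEGs, as many as when adjusted over the list alone. Reads of ribosomal protein genes can also map to their processed pseudogenes. The largest fall was that of RPL36A, whose exons overlap those of GLA and of a readthrough gene, from 466 ± 15.4 to 192 ± 15.8 CPM (SD, n = 3 each; adjusted p = 6.1e-09, edgeR). Of the synthetase genes 18 were below 0, with a median of -0.54 (adjusted p = 3.82e-07, camera), and 9 were DEGs that fell, the largest fall being that of FARSB, from 106 to 54.9 CPM. Adjusted over the list alone the count was 9 as well. For cell cycle the median was 0.05 (quartiles -0.25 and 0.23, adjusted p = 0.801, camera), with 19 genes below 0 and 23 above. By edgeR 0 of them were DEGs that fell, also when adjusted over the list alone, and by DESeq2 0 as well. At an unadjusted p under 0.05, 16 fell and 19 rose. At an adjusted p under 0.05 without the fold-change limit, 16 fell and 16 rose (edgeR). The 3 cell cycle DEGs, E2F1, KIF11 and CCNE2, rose, E2F1 from 46.4 ± 3.38 to 102 ± 5.81 CPM (SD, n = 3 each; adjusted p = 1.79e-08, edgeR). KIF11 and CCNE2 were picked out after their values were seen. The median of this list crossed 0 without Dox replicate 1, to -0.00 on the log2 scale. In i-SOX2-LNCaP cells the medians were -0.07 for ribosomal proteins (55 of 78 below 0), -0.21 for synthetases (17 of 20) and -0.13 for cell cycle (36 of 42), with adjusted p = 0.0262, 6.52e-05 and 2.42e-06 (camera). By edgeR none of these lists held a DEG in i-SOX2-LNCaP, over all genes or adjusted over the list alone, and by DESeq2 none either. At an unadjusted p under 0.05, 0, 11 and 16 of their genes fell. At an adjusted p under 0.05 without the fold-change limit, 0, 2 and 5 did (edgeR). With a correlation estimated from the data, the 3 results of i-SOX2-LNCaP and that of the ribosomal proteins in i-SOX2-ONS76 did not hold (adjusted p = 0.73, 0.201, 0.134 and 0.179, camera), against lowest values over their alternatives of 0.000149, 4.49e-08, 2.61e-09 and 1.3e-46. Under fry the synthetase and cell cycle results held in i-SOX2-LNCaP and that of the ribosomal proteins did not (adjusted p = 0.519, fry). The last result also rested on single libraries of i-SOX2-LNCaP. Its adjusted p was 0.178 and 0.0635 without control replicate 2 and 3 (camera). Without Dox replicate 3 its adjusted p was 0.961 (camera) and its median was 0.00. Over the 6 libraries left out in turn the median ranged from -0.13 to 0.00.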

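In both lines 55 of the 55 ribosome biogenesis genes, 41 of the 50 other MYC targets, 55 of the 78 ribosomal protein genes and 16 of the 20 synthetase genes had a log2 fold change below 0. By edgeR 0 genes of these lists were DEGs that fell in both lines, and by DESeq2 1 was, a gene of ribosome biogenesis. At an unadjusted p under 0.05 in both lines, 23, 16, 0 and 10 of them fell. At an adjusted p under 0.05 without the fold-change limit, 5, 1, 0 and 2 did (edgeR). Of the 42 cell cycle genes only 14 were below 0 in both lines. Of these, 5 fell in both at that unadjusted p and 2 at that adjusted p. The paper ran GSEA on the DEGs of each line against MYC target sets. Among the genes that fell it found MYC and MAX targets by ChEA and MYC-regulated processes by GO. It takes these findings to indicate lower expression of MYC targets with elevated SOX2 in both cancer types.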

### 3.2. SOX2 Elevation Decreases MYC Expression in Multiple Human Tumor Cell Types

Our finding that elevating SOX2 downregulates the expression of MYC target genes led us to test whether elevating SOX2 affected c-MYC (hereafter referred to as MYC) expression. 

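MYCL (ENSG00000116990, chromosome 1, 39895428 to 39902256), whose exons overlap those of MYCL-AS1, was at 0.236 ± 0.118 CPM (SD, n = 3) in control i-SOX2-ONS76 cells and at 0.268 ± 0.0667 CPM (SD, n = 3) with Dox, from 9 to 30 counts per library. In i-SOX2-LNCaP cells it was at 15.4 ± 1.82 CPM (SD, n = 3) without and 16.7 ± 1.71 CPM (SD, n = 3) with Dox, from 865 to 1422 counts per library. In the control libraries this was above the level of 53.7% of the genes tested there and MYC above 98.1%, and in those of i-SOX2-ONS76 MYCL was above 12% and MYC above 91.1%. Dox did not change MYCL at the limits used, with log2 fold changes of 0.19 and 0.12 (adjusted p = 0.815 and 0.707, edgeR), the first of which turns to -0.18 without control replicate 1 and to -0.04 without Dox replicate 1. MYCN (ENSG00000134323, chromosome 2, 15940550 to 15947007), whose exons overlap those of MYCNOS, had 3 to 10 counts per control library and 0 to 8 per Dox library of i-SOX2-ONS76, which is 0.0712 and 0.0501 CPM and too few to be tested. It had 0 counts in all 6 i-SOX2-LNCaP libraries, which allows up to 0.052 CPM.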

RNA-seq analysis of i-SOX2-ONS76 and i-SOX2-LNCaP cells showed that both cell lines express *MYC*, whereas *MYCL* and *MYCN* were not expressed at significant levels. Based on this finding, we focused our studies on examining how elevated SOX2 affected MYC expression. For these studies, we used five engineered i-SOX2 tumor cell lines, which included two medulloblastoma cell lines (i-SOX2-ONS76, i-SOX2-UW228), two prostate tumor cell lines (i-SOX2-DU145, i-SOX2-LNCaP), and one colorectal cell line (i-SOX2-HCT116). Our previous studies have shown that i-SOX2-ONS76, i-SOX2-LNCaP, and i-SOX2-DU145 cell are growth-inhibited when SOX2 is elevated [21,22]. Dox treatment of i-SOX2-HCT116 and i-SOX2-UW228 cells also resulted in a dose-dependent increase in SOX2 expression and a corresponding decrease in proliferation (Figure S2A,B). Consistent with the effects of SOX2 elevation in other SOX2-inducible cell lines [22], no significant alterations in cell cycle distribution were observed in growth-inhibited i-SOX2-HCT116 or i-SOX2-UW228 cells (Figure S2C). As shown for other tumor cell lines [19,20,21,22], Dox did not affect the proliferation of the parental, non-engineered HCT116 or UW228 cells (Figure S2A). To determine whether elevating SOX2 affects MYC expression, we examined the effects of elevated SOX2 on MYC protein levels by using concentrations of Dox that were sufficient to induce significant growth inhibition. In the cases of i-SOX2-ONS76 cells and i-SOX2-LNCaP cells, we used the concentration of Dox used in the RNA-Seq studies. Consistent with the downregulation of MYC target genes in our RNA-seq analysis, Western blot analysis of the five i-SOX2 cell lines revealed that elevating SOX2 substantially decreased MYC protein levels (Figure 2A). RT-qPCR analysis of the same i-SOX2 tumor cell lines demonstrated that *MYC* mRNA levels were significantly downregulated when SOX2 was elevated (Figure 2B). These results suggest that the downregulation of MYC target genes following SOX2 elevation is largely due to the downregulation of MYC. 

### 3.3. Identifying MYC-Bound Genes in ONS76 Cells

The downregulation of hallmark MYC target gene sets and significant enrichment for MYC consensus target genes in genes downregulated following SOX2 elevation suggest that elevating SOX2 downregulates the expression of MYC target genes. To identify candidate MYC target genes, we performed chromatin immunoprecipitation sequencing (ChIP-seq) to map MYC binding sites in ONS76 cells. We did not perform ChIP-seq in the presence of elevated SOX2 in these cells due to the strong downregulation of MYC in these cells (Figure 2A). Binding peaks identified by our ChIP-seq analysis were significantly enriched in “E-box” consensus motifs (Figure 3A). MYC binding sites in ONS76 cells were dispersed across multiple gene regulatory elements (Figure 3B), with the most peaks mapping to promoter-TSS regions (Figure 3C). ChIP-seq analysis identified 17,350 MYC binding peaks associated with 11,401 genes in ONS76 cells, which is similar to MYC binding peaks observed in other cells [44]. GO analysis of the nearest genes to MYC binding peaks demonstrated significant enrichment for MYC-associated biological processes, including macromolecule biosynthesis, ribosome biogenesis, and transcription by RNA polymerase II [42,43] (Figure S3). Comparison of i-SOX2-ONS76 DEGs and genes bound by MYC identified by our ChIP-seq analysis revealed that 2923 of the 5989 DEGs (49%) in i-SOX2-ONS76 cells had associated MYC binding peaks (Figure 3D). Moreover, 2923 of the 11,401 (26%) of genes bound by MYC were differentially expressed following SOX2 elevation (Figure 3D). Thus, a large fraction of MYC-bound genes are differentially expressed when SOX2 is elevated in i-SOX2-ONS76 cells. 

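The expression of PES1 and CAD, the genes whose MYC peaks the legend of Figure 3 describes, is given here from the RNA libraries alone, since the binding data were not used. PES1 (ENSG00000100029, chromosome 22, 30576625 to 30607083), whose exons overlap those of TCN2, fell from 117 ± 4.94 to 52.6 ± 1.73 CPM (SD, n = 3 each) when SOX2 was elevated in i-SOX2-ONS76 cells, a log2 fold change of -1.15 (standard error 0.05, adjusted p = 1.3e-09, edgeR). CAD (ENSG00000084774, chromosome 2, 27217369 to 27243943) fell from 143 ± 5.8 to 73.5 ± 3.78 CPM (SD, n = 3 each), a log2 fold change of -0.96 (standard error 0.05, adjusted p = 9.13e-09, edgeR). For both genes each Dox library was below each control, and both stayed DEGs with any single library left out.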

### 3.4. Omomyc Induction Recapitulates the Growth Inhibitory Effects of Elevated SOX2

Although comparison of our i-SOX2-ONS76 RNA-seq and MYC ChIP-seq revealed substantial overlap between DEGs following SOX2 elevation and MYC-bound genes, it was not clear which MYC-bound genes were responsive to changes in MYC transcriptional activity. To identify MYC-regulated genes, we engineered ONS76 cells for the Dox-inducible expression of the dominant-negative MYC variant, omomyc. Omomyc consists of a region of the bHLH-Zip region of MYC with four point mutations introduced to enhance dimerization with MYC [45]. Treating i-Omomyc-ONS76 cells with Dox inhibited in vitro growth by approximately 50% following 4 days of Dox treatment (Figure 4A), similar to the extent of growth inhibition when SOX2 is elevated in i-SOX2-ONS76 cells [22]. Equally notable, cell cycle analysis of i-Omomyc-ONS76 cells revealed no significant changes in cell cycle distribution after 4 days of treatment (Figure 4B). The cell cycle effects of omomyc induction reflect our previous finding that SOX2 elevation does not significantly perturb the cell cycle distribution of SOX2-growth-inhibited cells [22]. Similar effects on proliferation and cell cycle were also observed in engineered i-Omomyc-HCT116 cells (Figure S4A,B). 

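i-Omomyc-ONS76 cells, derived from the same medulloblastoma line, express omomyc when Dox is added. RNA was sequenced from 3 libraries of cells cultured for 4 days with Dox and 3 without, and aligned, counted and deposited in the same way as for the i-SOX2 lines. The paper's text does not give the Dox concentration used for these libraries. They held 71845537 to 95621516 counts each, with a median of 82811182 in the controls and 85521561 with Dox. The same filter left 19014 genes, and the spread of a gene between replicate libraries was 18.3%. A count of 3 is 0.0309 to 0.0429 CPM in these libraries. Omomyc has no gene of its own in the annotation, and since it is a part of MYC with few changes, its transcripts can be counted on MYC. The MYC count rose from 162 ± 5.69 CPM (SD, n = 3) in the controls to 747 ± 34 CPM (SD, n = 3) with Dox, a log2 fold change of 2.20 (standard error 0.04, adjusted p = 1.24e-13, edgeR), with each Dox library above each control.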

To identify MYC-responsive genes in ONS76 cells altered by omomyc, we performed RNA-seq analysis on i-Omomyc-ONS76 cells. 

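In i-Omomyc-ONS76 cells edgeR called 2238 DEGs, 1324 up and 914 down, and DESeq2 called 2317, 1380 up and 937 down. The count moved most under other limits, to 8082 without the fold-change limit and to 694 in a test against a 1.5-fold change. The split by direction depended on the scaling, since 59.2% of the DEGs rose with TMM, 57.1% with DESeq2 size factors and 69.5%, 1566 up and 686 down, when libraries were scaled by their size alone. In 2206 of the DEGs (98.6%) the Dox libraries lay on one side of the controls, against 52.4% of all tested genes and the 10% that chance gives. CTSF (ENSG00000174080, chromosome 11, 66563464 to 66568879) rose from 3.91 ± 0.342 to 29.7 ± 1.5 CPM (SD, n = 3 each), a log2 fold change of 2.93 (standard error 0.09, adjusted p = 1.14e-11, edgeR). ECM1 rose from 4.87 to 35.5 CPM and IL11 from 21 to 105 CPM. LINC01029 (ENSG00000265843, chromosome 18, 77970637 to 77993731) fell from 28.9 ± 0.16 to 7.02 ± 1.03 CPM (SD, n = 3 each), a log2 fold change of -2.04 (standard error 0.10, adjusted p = 7.32e-10, edgeR). NGFR fell from 69.5 to 17.7 CPM and KRT5, a member of the keratin family with close paralogs, from 234 to 61.3 CPM.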

RNA-seq identified 2314 DEGs when omomyc expression was induced (Figure 4D and Figure S5A). GSEA for oncogenic signatures and hallmark gene sets revealed that omomyc induction downregulated the same MYC target gene sets that were downregulated when SOX2 was elevated in ONS76 cells (Figure 4C). 

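On the lists of MYC targets used for the i-SOX2 lines, 54 of the 55 ribosome biogenesis genes were below 0 in i-Omomyc-ONS76 cells, with a median log2 fold change of -0.67 (quartiles -0.81 and -0.52, adjusted p = 1.85e-47, camera). Of the other MYC targets 48 of the 49 tested were below 0, with a median of -0.54 (adjusted p = 4.99e-36, camera). DEGs that fell numbered 35 and 19, the same counts when adjusted over the list alone. Both results also held with a correlation estimated from the data and under fry. The largest fall of each list was that of PPAN, whose exons overlap those of P2RY11 and of a readthrough gene, from 93.5 ± 4.57 to 43.5 ± 4.6 CPM, and of PUS1, whose exons overlap those of PUS1-AS1, from 38.3 ± 2.15 to 20.3 ± 2.05 CPM (SD, n = 3 each; adjusted p = 6.94e-07 and 1.81e-07, edgeR). The falls were smaller than those in i-SOX2-ONS76 cells, the median difference (i-SOX2-ONS76 minus i-Omomyc-ONS76) being -0.33 for ribosome biogenesis and -0.34 for the other MYC targets (adjusted p = 1.26e-07 and 1.11e-05, camera). Both differences held under fry, but neither did with an estimated correlation (adjusted p = 0.0723 and 0.209, camera).

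**Figure D2:**
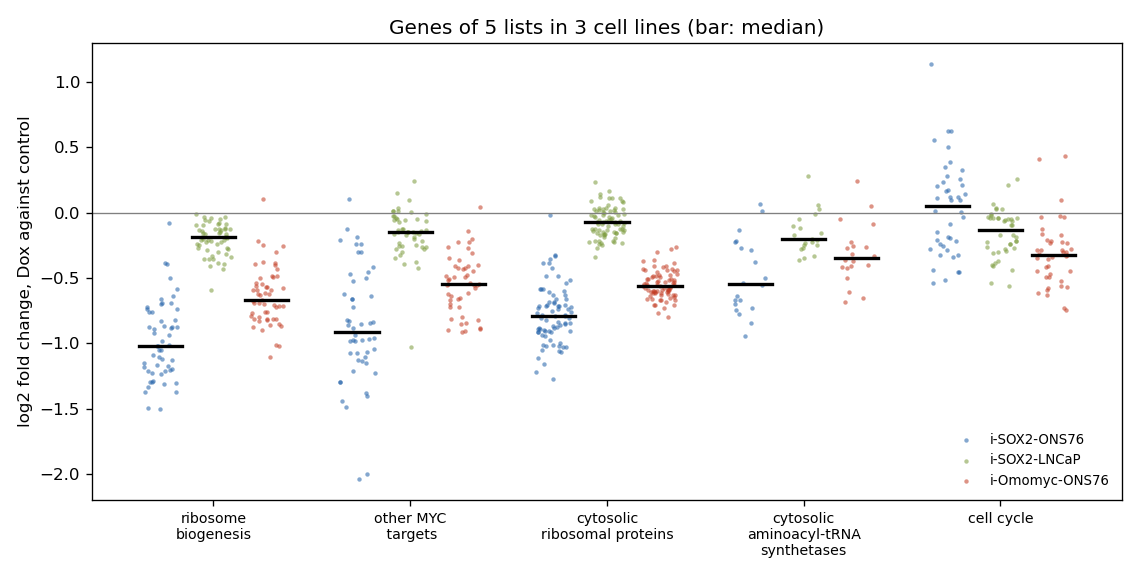
Log2 fold change with Dox of the genes of 5 lists (points) in i-SOX2-ONS76 (blue), i-SOX2-LNCaP (green) and i-Omomyc-ONS76 (red) cells, with the median of each list as a bar. The median of the ribosome biogenesis list is -1.02, -0.19 and -0.67 in these lines.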

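In i-Omomyc-ONS76 cells all 78 cytosolic ribosomal protein genes were below 0, with a median log2 fold change of -0.56 (quartiles -0.62 and -0.48, adjusted p = 1.16e-54, camera), and 34 were DEGs, also when adjusted over the list alone. This result held under fry but not with a correlation estimated from the data (adjusted p = 0.0704, camera), within a range of 1.99e-73 to 0.0704 over its alternatives. The largest fall was that of RPS29, whose exons overlap those of LRR1 and a ribosomal pseudogene, from 99.8 ± 13.3 to 57.3 ± 9.94 CPM (SD, n = 3 each; adjusted p = 0.0263, edgeR). Its adjusted p was 0.0552, 0.0706 and 0.0669 without control replicate 1, 2 and 3 and 0.0735 without Dox replicate 2, within a range of 5.36e-05 to 0.136 over its alternatives (edgeR and DESeq2). Of the 20 cytosolic aminoacyl-tRNA synthetase genes 18 were below 0, with a median of -0.34 (adjusted p = 1.42e-11, camera), which held under both other tests. There were 3 DEGs among them, also when adjusted over the list alone, FARSA, FARSB and KARS1, the last of these picked out after its values were seen. FARSA, whose exons overlap those of FARSA-AS1, fell from 248 ± 6.12 to 154 ± 5.23 CPM (SD, n = 3 each; adjusted p = 7.85e-10, edgeR). Of the 42 cell cycle genes 39 were below 0, with a median of -0.32 (quartiles -0.49 and -0.22, adjusted p = 5.87e-16, camera), which held under fry and with an estimated correlation (adjusted p = 0.0471, camera). By edgeR 5 of them were DEGs that fell, also when adjusted over the list alone. The largest fall was that of CDC25A, from 44 ± 1.77 to 26.3 ± 0.943 CPM (SD, n = 3 each; adjusted p = 7.76e-08, edgeR).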

GO analysis of genes downregulated by omomyc demonstrated significant enrichment for MYC and MAX consensus target genes and MYC-associated biological processes including ribosome biogenesis and protein translation (Figure S5B) [42,43]. Comparison of i-Omomyc-ONS76 DEGs with MYC-bound genes identified by our ChIP-seq analysis revealed that 1006 (9%) of the 11,401 genes bound by MYC were differentially expressed following omomyc elevation (Figure S6). 

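By edgeR, 1207 DEGs were shared between i-Omomyc-ONS76 and i-SOX2-ONS76 cells, where 643 would be expected among the 18244 genes tested in both (odds ratio 3.55, two-sided Fisher's exact test, p = 7.37e-161; genes are not independent replicates). They were 53.9% of the DEGs in i-Omomyc-ONS76 and 20.6% of those in i-SOX2-ONS76. With DESeq2 the shared DEGs numbered 1185, or 51.1% and 19.7%. Of the 1207, 398 rose in both and 549 fell in both, while 222 fell in i-SOX2-ONS76 and rose in i-Omomyc-ONS76 and 38 did the opposite. The direction was shared by 78.5% (95% Wilson interval 76.1% to 80.7%). Whether more of them rose or fell in both depended on the scaling. With libraries scaled by their size alone, 948 of 1217 had the same direction and only 399 fell in both, so most of the 948 rose. Spearman's rho between the log2 fold changes, across genes, was 0.307. The shared count moved most without the fold-change limit, to 5973, and was 353 at a limit of 2-fold. LOX (ENSG00000113083, chromosome 5, 122063195 to 122078413), whose exons overlap those of SRFBP1, rose from 20.5 ± 0.743 to 64 ± 5.2 CPM in i-Omomyc-ONS76 and from 5.52 ± 0.353 to 43.9 ± 2.35 CPM in i-SOX2-ONS76 cells (SD, n = 3 each; adjusted p = 1.05e-10 and 2.75e-11, edgeR). RHBDF1 rose from 5.74 to 17.5 CPM and from 7.44 to 23 CPM. EGR1 rose from 25 to 67.6 CPM in i-Omomyc-ONS76 (adjusted p = 0.0155, edgeR) and from 24.9 to 434 CPM in i-SOX2-ONS76. The former adjusted p was 0.0556 without control replicate 1 and 0.0603 without control replicate 2, within a range of 2.55e-06 to 0.0701 over its alternatives (edgeR and DESeq2). Among genes of at least 10 CPM, those with the largest fall in both lines included KRT5 and LINC01029. In i-SOX2-ONS76 KRT5 fell from 727 ± 12.5 to 96.8 ± 4.23 CPM (SD, n = 3 each, adjusted p = 9.7e-13, edgeR). LINC01029 fell there from 21.4 to 5.47 CPM. The joint edgeR fit of both lines found 4238 of 21345 genes whose Dox effect differed between them, 1693 with a higher and 2545 with a lower effect in i-SOX2-ONS76. As only 18244 genes were tested in both lines, some of these can have had too few counts in the other line.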

Significantly, 1184 (51%) DEGs in i-Omomyc-ONS76 cells were in common with the DEGs when SOX2 was elevated in i-SOX2-ONS76 cells (Figure 4D), demonstrating that SOX2 elevation significantly affected the expression of a large percentage of omomyc-induced DEGs. 

### 3.5. SOX2 and MYC Regulate Protein Translation-Associated Genes in ONS76 Cells

Comparison of MYC-bound genes identified by our ChIP-seq analysis of ONS76 cells with the DEGs identified by RNA-seq analysis of i-SOX2-ONS76 and i-Omomyc-ONS76 revealed that many genes associated with MYC binding peaks are in common with those altered when SOX2 or omomyc are elevated (Figure 5A,B). The parallel effects of SOX2 and omomyc elevation suggest a significant role for MYC target genes. Hence, we performed GO analysis on MYC-bound genes whose expression was altered in common when SOX2 and omomyc were elevated. As predicted, GO analysis of the genes that were bound by MYC in ONS76 and differentially expressed in both i-SOX2-ONS76 and i-Omomyc-ONS76 showed significant enrichment for genes containing MYC and MAX consensus motifs (Figure 5C). This analysis also revealed strong enrichment for biological processes related to protein translation, including ribosome biogenesis, translation, and rRNA metabolic process (Figure 5C and Figure S1C,D). This finding, together with the parallel effects of SOX2 and omomyc on proliferation, cell cycle, and gene expression, strongly suggests that the downregulation of MYC target genes plays a significant role in the growth inhibitory effects of elevated SOX2 by decreasing protein translation. 

### 3.6. SOX2 Elevation Decreases Protein Translation

The downregulation of genes associated with protein translation in i-SOX2-ONS76, i-Omomyc-ONS76 and ONS76 ChIP-seq datasets led us to hypothesize that elevating SOX2 decreases protein translation. To test this hypothesis, i-SOX2 cells were treated for 2 days in the presence or absence of Dox, after which homopropargylglycine (HPG)-488 incorporation into nascent polypeptides was assessed as a measure of global protein translation rates. 

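Of the lists for protein translation, all 78 ribosomal protein genes, 54 of the 55 ribosome biogenesis genes and 16 of the 20 synthetase genes were below 0 in both i-SOX2-ONS76 and i-Omomyc-ONS76 cells. By edgeR 30, 34 and 3 of them were DEGs that fell in both, and DESeq2 gave the same numbers. The 3 synthetase genes were FARSA, FARSB and KARS1. The ribosomal protein genes fell by more in i-SOX2-ONS76 than in i-Omomyc-ONS76, with a median difference of -0.27 (adjusted p = 1.11e-05, camera), and so did the synthetase genes, with -0.19 (adjusted p = 0.0163, camera). The adjusted p of the latter was 0.0763 under a stricter filter on low counts, within a range of 2.22e-06 to 0.171 over its alternatives (camera and fry). With an estimated correlation neither difference held (adjusted p = 0.52 and 0.171, camera), while both did under fry. From the fall of translation genes in both lines and the binding of MYC near such genes, the paper proposes that elevated SOX2 lowers protein translation.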

Elevating SOX2 in i-SOX2-ONS76 cells resulted in a 40% decrease in HPG incorporation when compared with the control treatment (Figure 6). Cycloheximide (CHX) was used as a positive control, and resulted in an approximately 80% decrease in HPG incorporation (Figure 6). Similar to elevating SOX2 in i-SOX2-ONS76 cells, omomyc induction significantly decreased HPG incorporation in i-Omomyc-ONS76 cells (Figure 6). Elevating SOX2 also significantly decreased HPG incorporation in i-SOX2-LNCaP and i-SOX2-HCT116 cells (Figure S7). Together, these results demonstrate that SOX2 elevation decreases protein translation across multiple human cancer types. Furthermore, the decreased protein translation when SOX2 is elevated may be a consequence of MYC downregulation, because omomyc elevation decreased protein translation to a similar extent as elevated SOX2 in ONS76 cells. 

### 3.7. MYC Rescue in the Presence of Elevated SOX2 Induces Cell Death

Recapitulation of the effects of SOX2 on proliferation, cell cycle, and gene expression by omomyc strongly suggest that the downregulation of MYC downstream of elevated SOX2 plays an important role in the growth inhibitory effects of elevated SOX2. This led us to test whether rescuing the downregulation of MYC when SOX2 is elevated would reverse the growth inhibitory effects of elevated SOX2. To accomplish this, i-SOX2 tumor cell lines were engineered to constitutively express a tamoxifen (4-OHT)-inducible MYC-ER construct [46]. Treatment of i-SOX2/MYC-ER-ONS76 cells with 4-OHT increased the nuclear localization of MYC-ER (Figure 7A). Treating i-SOX2/MYC-ER-ONS76 cells with 1 nM 4-OHT for 4 days led to a small increase in cell proliferation (Figure 7B). Surprisingly, the same dose of 4-OHT in combination with Dox to elevate SOX2 significantly decreased proliferation (Figure 7B). Decreased proliferation was also observed at higher doses of 4-OHT (10 nM) in the absence of Dox (Figure 7C). Importantly, treatment with 10 nM 4-OHT did not affect the proliferation of i-SOX2-ONS76 cells, demonstrating that the effects observed are not due to the effects of 4-OHT on ONS76 cells. (Figure 7C). In contrast to the growth inhibitory effects of SOX2 elevation alone, which we have previously shown does not increase cell death [19,22], rescuing MYC activity in the presence of elevated SOX2 appeared to induce cell death. This was evident within 48 h by the appearance of floating cells (data not shown), which increased further after an additional 2 days (Figure 7D). For this study, we used a Dox concentration, which we had previously shown induces near-maximal growth inhibition after 4 day of Dox treatment [22]. Induction of cell death by elevated SOX2 and MYC-ER was confirmed by Western blot analysis, demonstrating PARP and Caspase-3 cleavage in Dox and 4-OHT-treated cells (Figure 7E). Low levels of PARP and Caspase-3 cleavage were also observed in Dox-treated cells not treated with 4-OHT, likely due to leaky MYC-ER present in the nucleus in the absence of tamoxifen (Figure 7A); our previous studies have shown that elevating SOX2 does not induce cell death [19,22]. Selective MYC-ER toxicity in the presence of elevated SOX2 was also observed in engineered i-SOX2/MYC-ER-HCT116 cells (Figure S8). Importantly, these findings demonstrate that rescuing MYC activity leads to cell death when SOX2 is elevated. Thus, the downregulation of MYC is critical for maintaining cell viability when growth is restricted by elevated SOX2. 

### 3.8. SOX2 Elevation Transcriptionally Downregulates MYC

Given the parallel effects of omomyc and SOX2, we set out to determine how SOX2 decreases MYC expression. Having previously demonstrated that MYC protein and mRNA were both downregulated when SOX2 was elevated, we performed a series of time-course studies to determine the relative kinetics of MYC mRNA and protein downregulation by elevated SOX2. Western blot analysis demonstrated that SOX2 was significantly elevated in ONS76 cells approximately 4 h after Dox was added to the culture media, whereas MYC protein was downregulated as early as 8 h after Dox was added (Figure 8A). Significantly, *MYC* mRNA was decreased nearly 50% at 6 h after Dox administration, with further downregulation observed at 8 and 10 h of treatment (Figure 8B). The downregulation of MYC mRNA prior to decreased protein levels led us to hypothesize that the MYC downregulation by elevated SOX2 is driven primarily by the downregulation of MYC at the RNA level. Consistent with this hypothesis, SOX2 elevation did not significantly decrease MYC protein half-life in i-SOX2-HCT116 or i-SOX2-ONS76 cells (Figure S9). To determine whether elevating SOX2 affected *MYC* mRNA half-life, i-SOX2-HCT116 and i-SOX2-ONS76 cells were treated for 24 h in the presence or absence of Dox, at which point the cells were treated with actinomycin D to inhibit transcription. RT-qPCR analysis demonstrated that SOX2 elevation did not significantly decrease *MYC* mRNA half-life in either i-SOX2-HCT116 or i-SOX2-ONS76 cells (Figure 8C). Finally, we tested whether elevating SOX2 decreased MYC at the transcriptional level. For this purpose, we performed nuclear run-on (NRO) qPCR after 24 h of treatment in the presence or absence of Dox. NRO-qPCR revealed that SOX2 elevation significantly decreased *MYC* transcription in i-SOX2-HCT116 and i-SOX2-ONS76 cells (Figure 8D). Altogether, these findings demonstrate that elevated SOX2 primarily downregulates MYC at the transcriptional level. 

## 4. Discussion

The findings presented in this study provide novel insights into the molecular mechanisms through which elevated SOX2 restricts the proliferation of multiple human cancer types. Specifically, we demonstrated that SOX2 elevation leads to the downregulation of MYC and MYC target genes. The downregulation of MYC target genes by elevated SOX2 was validated through multiple experiments. GSEA of our RNA-seq datasets identified HALLMARK_MYC_TARGETS_V1 and HALLMARK_MYC_TARGETS_V2 as commonly downregulated gene sets when SOX2 is elevated in i-SOX2-ONS76 and i-SOX2-LNCaP cells. Additionally, ChEA and GO analysis of genes downregulated when SOX2 is elevated in i-SOX2-ONS76 and i-SOX2-LNCaP revealed significant enrichment for MYC and MAX consensus target genes [39]. Comparison of the DEGs between i-SOX2-ONS76 and i-Omomyc-ONS76 cells showed that 51% of DEGs following omomyc elevation were commonly altered when SOX2 was elevated. Importantly, our MYC ChIP-seq analysis demonstrated that 49% of i-SOX2-ONS76 DEGs were bound by MYC. In addition to i-SOX2-LNCaP and i-SOX2-ONS76, characterization of three additional engineered i-SOX2 tumor cell lines indicated that elevating SOX2 decreases MYC mRNA and protein in five tumor cell lines representing three human cancer types (prostate, medulloblastoma, and colorectal). Thus, the downregulation of MYC is a common response when cell proliferation is inhibited by elevated SOX2. 

Our studies also demonstrate that the downregulation of MYC plays a critical role in the growth inhibitory effects of elevated SOX2. First, the expression of dominant-negative omomyc recapitulates many of the effects of elevated SOX2. Our previous work has shown that SOX2 elevation in five cell lines representing three tumor types (prostate, pancreatic, and medulloblastoma) does not significantly perturb the cell cycle distribution of engineered cells despite inhibiting growth [22]. Here, we have presented this cell cycle phenotype in two additional cell lines (HCT116 and UW228) and demonstrated that omomyc elevation does not significantly alter the cell cycle distribution of ONS76 and HCT116 cells. The recapitulation of this cell cycle phenotype suggests that omomyc and SOX2 inhibit proliferation through similar mechanisms. Second, our RNA-seq analyses of i-SOX2-ONS76 and i-Omomyc-ONS76 revealed significant overlap in DEGs when SOX2 and omomyc are elevated. A total of 1184 genes were commonly affected between these two datasets, representing 20% and 51% of DEGs in the i-SOX2-ONS76 and i-Omomyc-ONS76, respectively. Third, we demonstrate that rescuing the downregulation of MYC activity by elevated SOX2 using a tamoxifen-inducible MYC-ER induces cell death. In contrast, we have previously shown that elevating SOX2 does not induce cell death [19,22]. Thus, the downregulation of MYC by elevated SOX2 is an essential mechanism to maintain the viability of SOX2-growth-inhibited cells. 

The findings presented here demonstrate that elevating SOX2 primarily downregulates MYC at the transcriptional level. We observed little change in the turnover of MYC protein or MYC RNA when SOX2 was elevated. Currently, it is unclear how elevated SOX2 downregulates MYC transcription. However, GO analysis of genes upregulated by elevated SOX2 in i-SOX2-ONS76 and i-SOX2-LNCaP cells identified genes reported to negatively regulate Wnt signaling (Figure S10). This is interesting, because β-catenin has been implicated in the expression of the MYC [47]. However, thus far, we have not observed any decreases in the expression of β-catenin or its nuclear localization when SOX2 is elevated (data not shown). 

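A list of 40 genes known as negative regulators of Wnt signaling, fixed beforehand, held 33 genes with enough counts in i-SOX2-ONS76 cells and 27 in i-SOX2-LNCaP cells. In i-SOX2-ONS76 8 of them were DEGs that rose and 10 were DEGs that fell, with the same counts when adjusted over the list alone. The list had a median log2 fold change of -0.08, a mean of 0.14 and no shift by camera (adjusted p = 0.631), while fry gave a shift down (adjusted p = 0.0117, the lowest of a range of 0.0117 to 0.975 over its alternatives). The median was above 0 without Dox replicate 1, at 0.06, and with the libraries scaled by their size alone, at 0.01. In i-SOX2-LNCaP the median was 0.24, also with TCF7L1 at its lower bound, and 21 of the 27 genes were above 0 (adjusted p = 0.0018, camera). DEGs that rose numbered 3, also when adjusted over the list alone, and 0 fell, while DESeq2 gave 4 and 0. At an unadjusted p under 0.05, edgeR gave 7 and 2, and at an adjusted p under 0.05 without the fold-change limit 3 and 1. This shift held under fry but not with a correlation estimated from the data (adjusted p = 0.202, camera), and without Dox replicate 3 the median was 0.11 (adjusted p = 0.0763, camera), within a range of 0.00061 to 0.202 over its alternatives. The list changed differently in the lines, by a median of -0.60 in i-SOX2-ONS76 relative to i-SOX2-LNCaP (adjusted p = 0.0158, camera), which held under fry but not with an estimated correlation (adjusted p = 0.19, camera). APC (ENSG00000134982, chromosome 5, 112707518 to 112846239), whose exons overlap those of 1 other gene, rose in i-SOX2-ONS76 from 48.9 ± 3.76 to 259 ± 26.3 CPM (SD, n = 3 each; adjusted p = 9.61e-08, edgeR). The exons of DKK1, CXXC4 and LRP4 each overlap those of an antisense gene. In the same line DKK1 rose from 139 to 361 CPM, DKK2 from 0.148 to 3.91, TLE4 from 21.5 to 41.2, CXXC4 from 1.78 to 3.76 and DACT3 from 0.173 to 0.83 CPM. LRP4 was the DEG that rose in both lines, from 47.6 to 117 CPM in i-SOX2-ONS76 and from 0.466 to 2.23 CPM in i-SOX2-LNCaP (adjusted p = 8.8e-10 and 0.0218, edgeR). In the latter its adjusted p was 0.103 without control replicate 1, 0.0609 without control replicate 3 and 0.0555 without Dox replicate 1, within a range of 8.44e-05 to 0.103 over its alternatives (edgeR and DESeq2). The other DEGs of the list in i-SOX2-LNCaP were TLE1, from 84 ± 3.68 to 154 ± 11.8 CPM (SD, n = 3 each; adjusted p = 0.000287, edgeR), and TCF7L1, with no count in any control and 23 to 65 counts with Dox, at least 13.4-fold higher with a floor of 3 counts per library. In i-Omomyc-ONS76 24 genes of the list had enough counts, of which 3 were DEGs that rose and 3 were DEGs that fell. The median was -0.01, with no shift by camera (adjusted p = 0.428) and a shift down by fry (adjusted p = 0.0141), and it was above 0 without a filter on low counts and with the libraries scaled by their size alone, at 0.0046 and 0.0485. The largest change there was that of DACT3, which rose from 0.157 ± 0.0868 to 0.475 ± 0.0512 CPM (SD, n = 3 each; adjusted p = 0.0475, edgeR). Its adjusted p was 0.059, 0.0544 and 0.116 without control replicate 1, 2 and 3, and 0.129, 0.0846 and 0.111 without Dox replicate 1, 2 and 3, within a range of 0.0401 to 0.129 over its alternatives (edgeR and DESeq2).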

Given the importance of MYC downregulation in SOX2-induced growth inhibition, it will be important to investigate the molecular mechanism(s) by which elevated SOX2 interferes with MYC expression.

Together with previous work from our laboratory [19,20,21,22], the findings presented here demonstrate that elevating SOX2 in seven types of human cancer invariably leads to growth inhibition, strongly suggesting that this is a general effect of elevated SOX2 in human cancer. Our finding that elevated SOX2 restricts tumor cell proliferation reflects the effects of high SOX2 expression during development and cancer [3]. Several previous studies have demonstrated that cells expressing high levels of SOX2 in the developing nervous system, stomach, esophagus, and lung exhibit decreased proliferation compared with cells expressing lower SOX2 levels [9,10]. Importantly, these studies demonstrated a causal relationship between elevated SOX2 and growth inhibition because the expression of a dominant negative form of SOX2 in SOX2^high^ cells increased their proliferation [10]. A similar relationship between high SOX2 expression and limited proliferation has been demonstrated in the auditory epithelium. Inner pillar cells within the auditory epithelium express high levels of SOX2 and the tumor suppressor p27^Kip1^. Significantly, SOX2 knockdown was sufficient to decrease the expression of p27^Kip1^ and increase proliferation in these cells [48]. 

Our finding that elevated SOX2 restricts the proliferation of tumor cells is also consistent with the reports of high SOX2 expression in infrequently proliferating tumor cells. SOX2 expression in mouse models of SHH medulloblastoma has been demonstrated to be restricted to a subpopulation consisting of approximately 5% of tumor cells that exist in a slowly cycling state. These SOX2^high^ cells exhibited resistance to chemotherapy, and lineage tracing studies revealed that recurrent tumors were derived from the SOX2^high^ cells [11]. Another report demonstrated that the intracardiac injection of lung tumor cells disseminated to multiple sites and remained dormant for up to 240 days. Characterization of the disseminated cells demonstrated that the cells expressed elevated levels of SOX2 compared with the parental cell population and were enriched for tumor-initiating cells [12]. Together, these studies strongly suggest that slow cycling/infrequently proliferating tumor cells hijack the growth restricting effects of elevated SOX2 operative during development resulting in chemotherapy resistance.

Studies described in this report, together with our previous work [19,20,21,22], demonstrate that elevating SOX2 above endogenous levels leads to growth inhibition in multiple tumor cell lines representing different tumor types. This is true for cells that express low levels of SOX2, such as LNCaP prostate tumor cells, or higher levels of SOX2, such as ONS76 medulloblastoma cells [21,22]. However, this does not mean that SOX2 levels do not rise during tumor progression. There is ample evidence that SOX2 levels rise during tumor progression in some cancers [1]. As discussed elsewhere [1,2], we have argued that increases in the levels of SOX2 can contribute to tumor growth, provided the increases in SOX2 are accompanied by changes in the expression of other genes that are able to counter the growth inhibitory effects of increased SOX2. For example, mutations in two tumor suppressor genes, RB1 and TP53, that are observed in high-risk prostate cancer patients, lead to large increases in SOX2 without blocking tumor growth [49,50]. Thus far, the changes in genes that enable SOX2 levels to rise in different cancers without blocking tumor growth have not been studied adequately. We speculate that the genes needed to counterbalance the inhibitory effects of elevated SOX2 are likely to vary by cancer type. Similarly, it is likely that the stage at which SOX2 levels rise during tumor progression is likely to vary by cancer type. For example, in the case of prostate cancer, SOX2 levels rise in concert with increases in Gleason score [51], whereas in other cancers, such as SHH medulloblastoma, it is unclear whether SOX2 levels rise during tumor progression. For these tumors, SOX2 is expressed in their likely cell of origin [52,53]. 

## 5. Conclusions

The findings presented here uncover a novel SOX2:MYC signaling axis that regulates tumor cell proliferation and demonstrate that SOX2 elevation decreases the expression of MYC and downregulates MYC target genes. We show that this signaling axis is operative across different types of human cancer and may affect additional tumor contexts given that SOX2 is expressed and implicated in at least 20 types of human cancer [1] and MYC is deregulated in up to 70% of cancers [42].

## Figures and Tables

**Figure 1:**
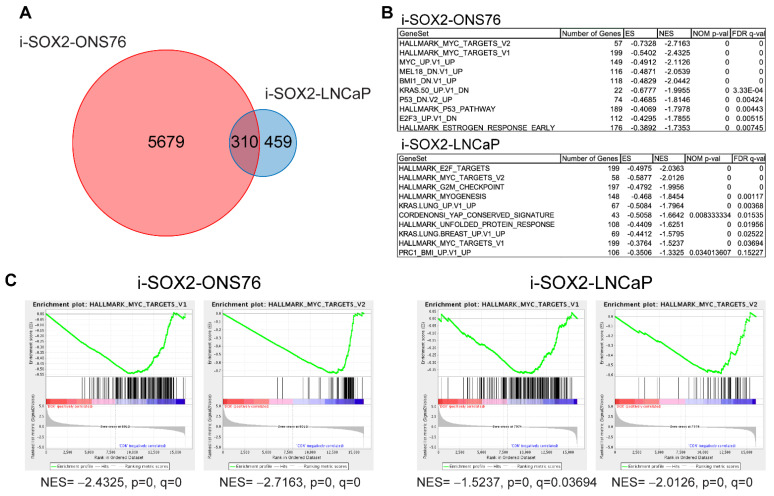
RNA-seq analysis of i-SOX2-ONS76 and i-SOX2-LNCaP cells. (**A**) Venn diagram of differentially expressed genes (DEGs) between i-SOX2-ONS76 and i-SOX2-LNCaP cells. (**B**) Top 10 downregulated GSEA gene sets when SOX2 is elevated in i-SOX2-ONS76 and i-SOX2-LNCaP cells. (**C**) Gene set enrichment plots for MYC target genes in i-SOX2-ONS76 and i-SOX2-LNCaP.

**Figure 2:**
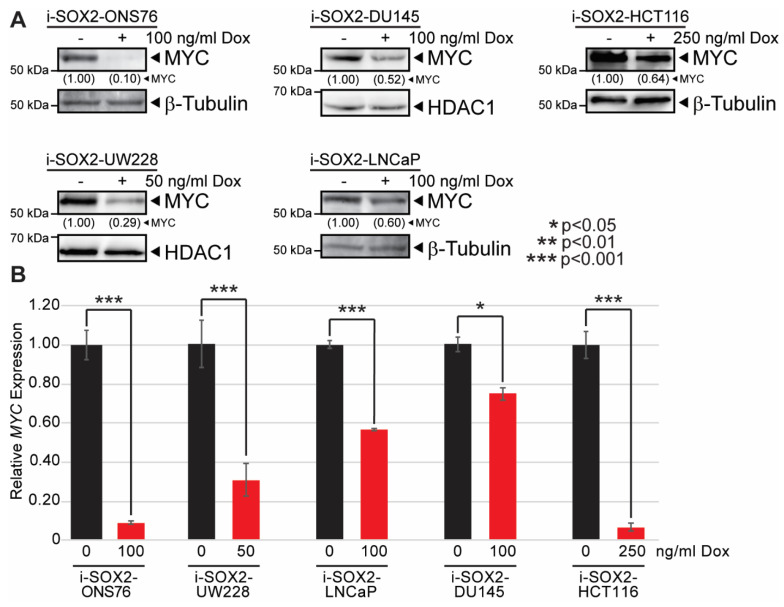
Elevating SOX2 downregulates MYC protein and mRNA in multiple tumor types. (**A**) Western blot analysis of MYC protein levels in i-SOX2 tumor cell lines after 48 h culture in the presence or absence of Dox at the indicated concentrations. (**B**) RT-qPCR analysis of MYC mRNA expression in i-SOX2 tumor cell lines after 48 h culture in the presence or absence of Dox at the indicated concentrations. Error bars represent standard deviation. * *p* < 0.05, *** *p* < 0.001.

**Figure 3:**
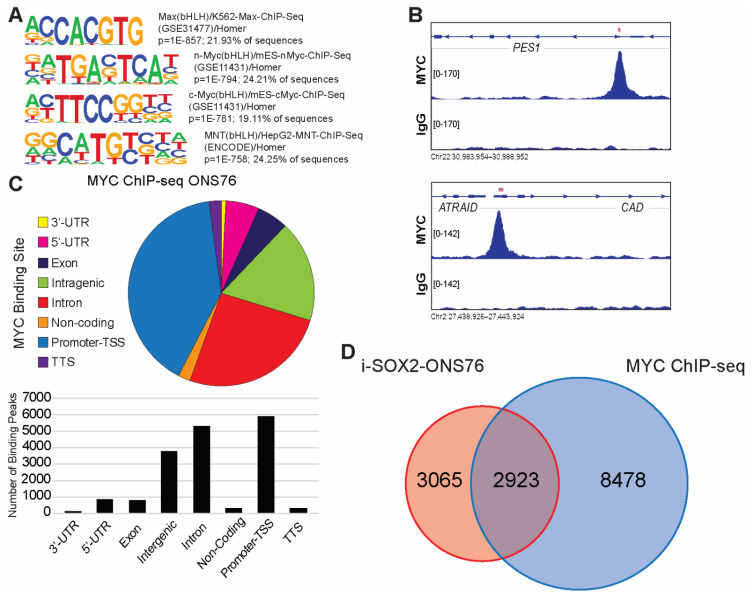
ChIP-seq analysis of MYC binding peaks in ONS76 cells. (**A**) Motif analysis for MYC-binding sites in ONS76 cells. Significance values and percentage of ChIP-seq peaks containing the motif are indicated. (**B**) IGV screenshot of representative ChIP-seq peaks for MYC in ONS76 cells. *PES1* contains an MYC-binding peak in a promoter/TSS region and *CAD* is bound near the TTS. Red asterisks indicate the position of E-boxes within the binding peaks. (**C**) Distribution of MYC binding peaks across regions of associated genes. (**D**) Venn diagram comparing i-SOX2-ONS76 DEGs and genes with associated MYC binding peaks.

**Figure 4:**
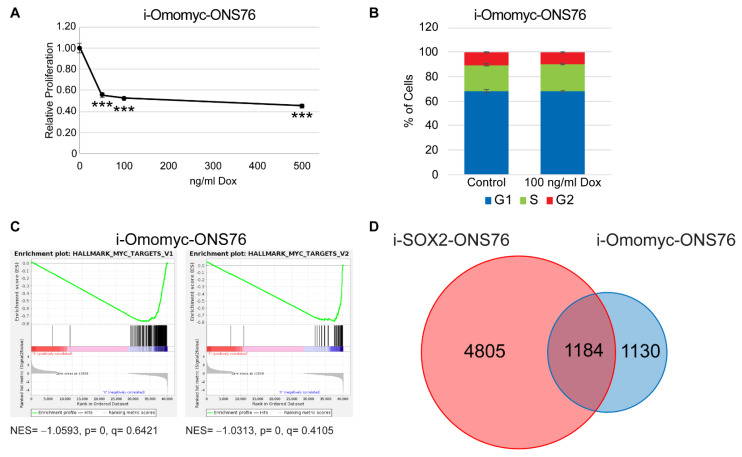
Omomyc induction recapitulates the proliferative and cell cycle effects of elevated SOX2. (**A**) Proliferation of i-Omomyc-ONS76 cells as determined by MTT assay following 4 days of culture in the presence of Dox at the indicated doses. (**B**) Cell cycle analysis of i-Omomyc-ONS76 cells was performed by flow cytometry after 4 days of culture in the presence or absence of 100 ng/mL Dox. (**C**) Gene set enrichment plots for MYC target genes in i-Omomyc-ONS76 cells. (**D**) Venn diagram comparing i-SOX2-ONS76 DEGs and i-Omomyc-ONS76 DEGs. Error bars represent the standard deviation. *** *p* < 0.001.

**Figure 5:**
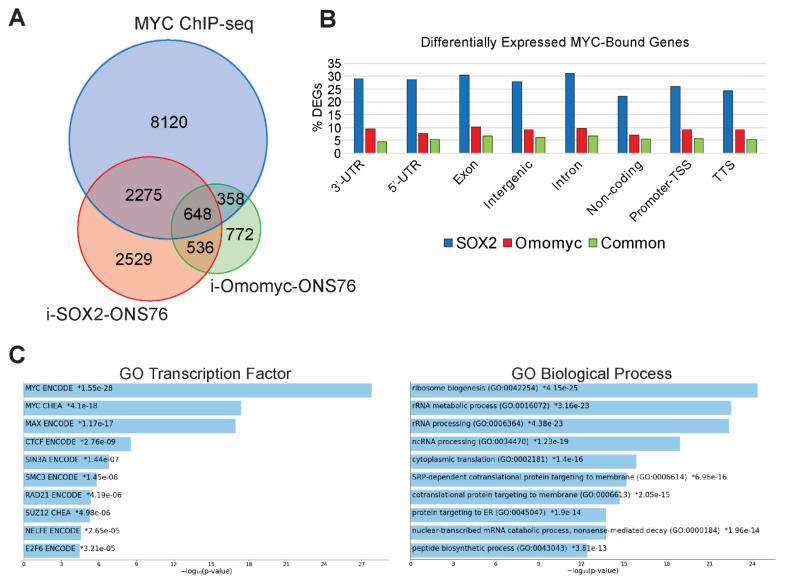
SOX2 and MYC regulate ribosomal biogenesis and protein translation genes in ONS76 cells. (**A**) Venn diagram showing the overlap of MYC-bound genes in ONS76 cells, i-SOX2-ONS76 DEGs, and i-Omomyc-ONS76 DEGs. (**B**) Percentage of MYC-bound genes differentially expressed in i-SOX2-ONS76, i-Omomyc-ON76, or both, based on the location of the MYC-binding peak. (**C**) TOP 10 GO Transcription Factor (ENCODE and CHEA) and Biological Process enrichment categories for common genes bound by MYC and differentially expressed in i-SOX2-ONS76 and i-Omomyc-ONS76 cells.

**Figure 6:**
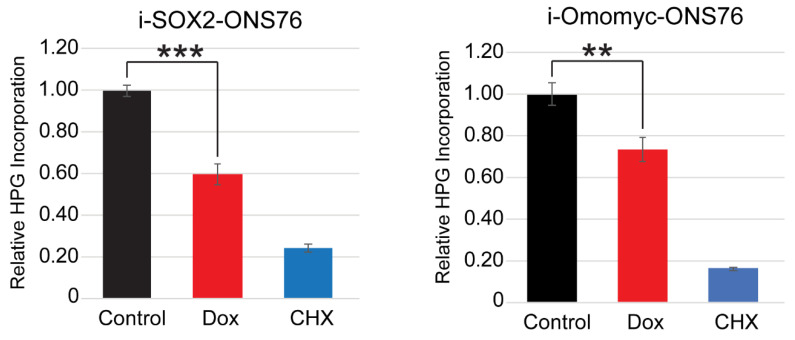
Elevating SOX2 and omomyc downregulates protein translation in ONS76 cells. Protein translation in i-SOX2-ONS76 and i-Omomyc-ONS76 cells was quantified by the flow cytometry analysis of HPG incorporation after 48 h culture in the presence of the indicated doses of Dox. Error bars represent standard deviations. ** *p* < 0.01, *** *p* < 0.001.

**Figure 7:**
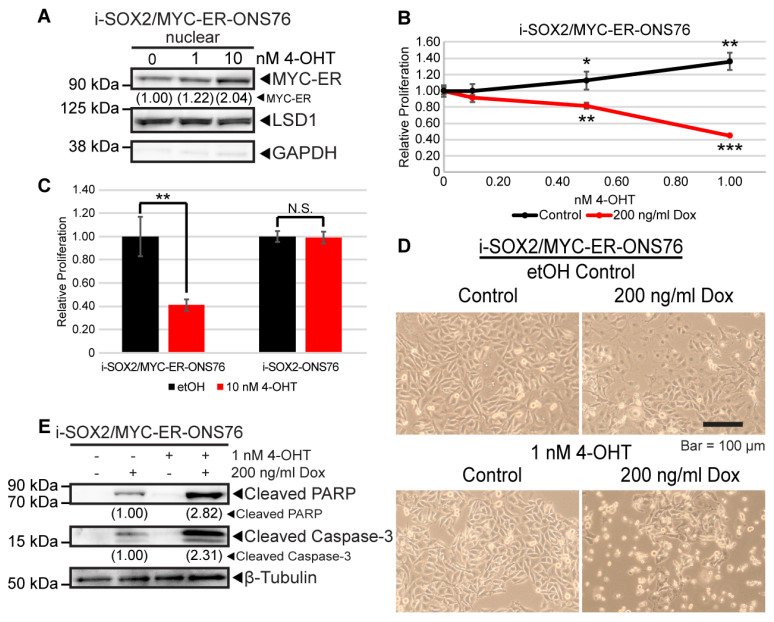
Elevated MYC activity in the context of elevated SOX2 induces cell death. (**A**) Western blot analysis of nuclear extracts from i-SOX2/MYC-ER-ONS76 cells. Extracts were harvested after 48 h in the presence or absence of Dox and 4-OHT. (**B**) Proliferation of i-SOX2/MYC-ER-ONS76 cells as determined by MTT assay following 4 days of culture in the presence of Dox and 4-OHT at the indicated doses. (**C**) Proliferation of i-SOX2/MYC-ER-ONS76 and i-SOX2-ONS76 cells was determined by MTT assay following 4 days of culture in the presence or absence of 10 nM 4-OHT. (**D**) Photomicrographs of i-SOX2/MYC-ER-ONS76 cells after 4 days of culture in the presence or absence of Dox and 4-OHT. (**E**) Western blot analysis of cleaved PARP and cleaved Caspase-3 using whole cell extracts prepared from cells treated for 48 h in the presence or absence of Dox and 4-OHT at the concentrations indicated. N.S., not significant; * *p* < 0.05, ** *p* < 0.01, *** *p* < 0.001.

**Figure 8:**
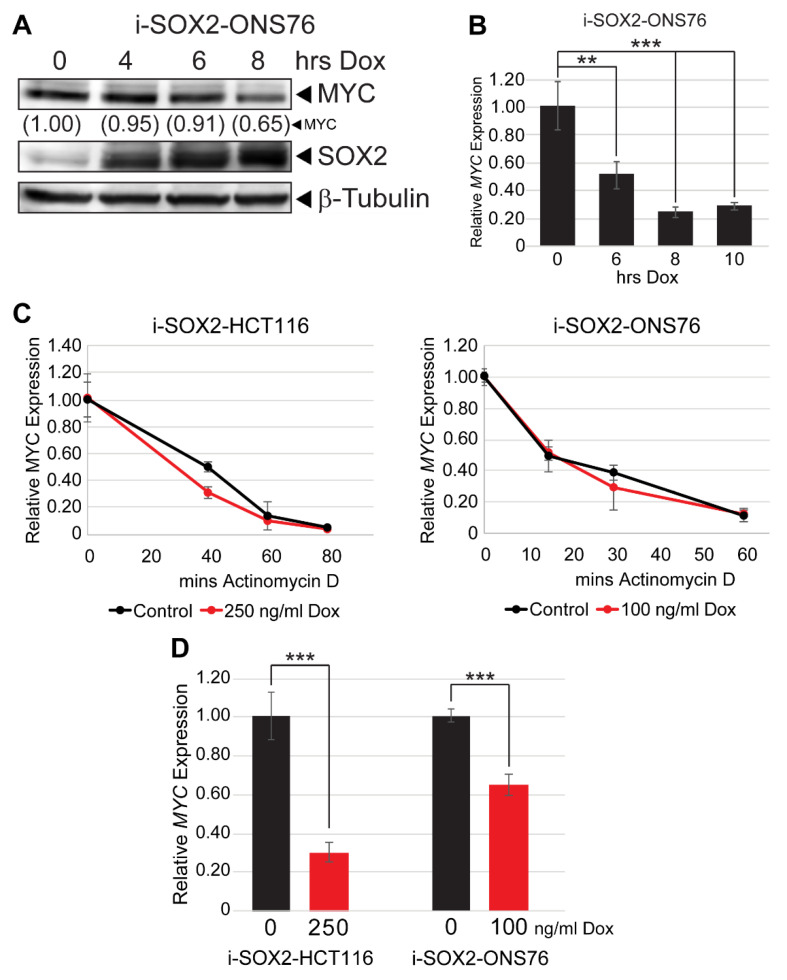
SOX2 elevation downregulates MYC transcription. (**A**) Western blot analysis of MYC protein levels in i-SOX2-ONS76 cells treated with 100 ng/mL Dox for the indicated times. (**B**) RT-qPCR analysis of *MYC* mRNA levels in i-SOX2-ONS76 cells treated with 100 ng/mL Dox for the indicated times. Error bars represent standard deviations. (**C**) RT-qPCR analysis of *MYC* mRNA levels after 24 h of treatment at the indicated Dox dosage followed by 5 mg/mL actinomycin D treatment for the times indicated. *MYC* mRNA levels in control and Dox-treated cells were normalized to the 0 actinomycin D time point. (**D**) NRO-qPCR analysis of i-SOX2-ONS76 and i-SOX2-HCT116 cells. Cells were cultured in the indicated doses of Dox for 24 h before being subjected to NRO-qPCR analysis. Error bars represent standard deviation. ** *p* < 0.01, *** *p* < 0.001.

**Table 1:** Primers used for qPCR.

Name	Forward Primer Sequence 5′-3′	Reverse Primer Sequence 5′-3′
GAPDH	ACAGCGACACCCACTCCTCC	GAGGTCCACCACCCTGTTGC
MYC-1	GGCTCCTGGCAAAAGGTCA	CTGCGTAGTTGTGCTGATGT
MYC-2	GTCAAGAGGCGAACACACAAC	TTGGACGGACAGGATGTATGC

## Data Availability

RNA-seq data have been deposited at the Gene Expression Omnibus (GEO; GSE186834) with a link for reviewers to access at: https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE190936 [54] (accessed on 8 December 2021) using the secure token “ufyjaueextybvcx”. ChIP-seq data have been deposited at the Gene Expression Omnibus (GEO; GSE186834) with a link for reviewers to access at: https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE186834 [55] (accessed on 9 November 2021) using the secure token “yrsbksoovrmfpgr”.

## Supplementary Materials

The following supporting information can be downloaded at: https://www.mdpi.com/article/10.3390/cancers14081946/s1, Figure S1: GO analysis of genes downregulated in i-SOX2-ONS76 and i-SOX2-LNCaP cells; Figure S2: Effects of SOX2 elevation on i-SOX2-HCT116 and i-SOX2-UW228 cells; Figure S3: Gene ontology analysis of MYC-bound genes identified by ChIP-seq in ONS76 cells; Figure S4: Effects of omomyc induction on the proliferation and cell cycle of i-Omomyc-HCT116 cells; Figure S5: RNA-seq analysis of i-Omomyc-ONS76 cells; Figure S6: Comparison of i-Omomyc-ONS76 DEGs and MYC-bound genes in ONS76 cells; Figure S7: Elevating SOX2 decreases protein translation in i-SOX2-LNCaP and i-SOX2-HCT116 cells; Figure S8: Effects of MYC-ER induction on the proliferation of i-SOX2/MYC-ER-HCT116 cells; Figure S9: SOX2 elevation does not significantly affect MYC protein half-life; Figure S10: Gene ontology analysis of genes upregulated by elevated SOX2 in i-SOX2-ONS76 and i-SOX2-LNCaP cells.

# Supplementary material for: Elevating SOX2 Downregulates MYC through a SOX2:MYC Signaling Axis and Induces a Slowly Cycling Proliferative State in Human Tumor Cells
**Source:** Cancers (Basel). 2022 Apr 12;14(8):1946. doi: 10.3390/cancers14081946
**Supplement:** Supplementary file 1

## Supplemental Figure Legends

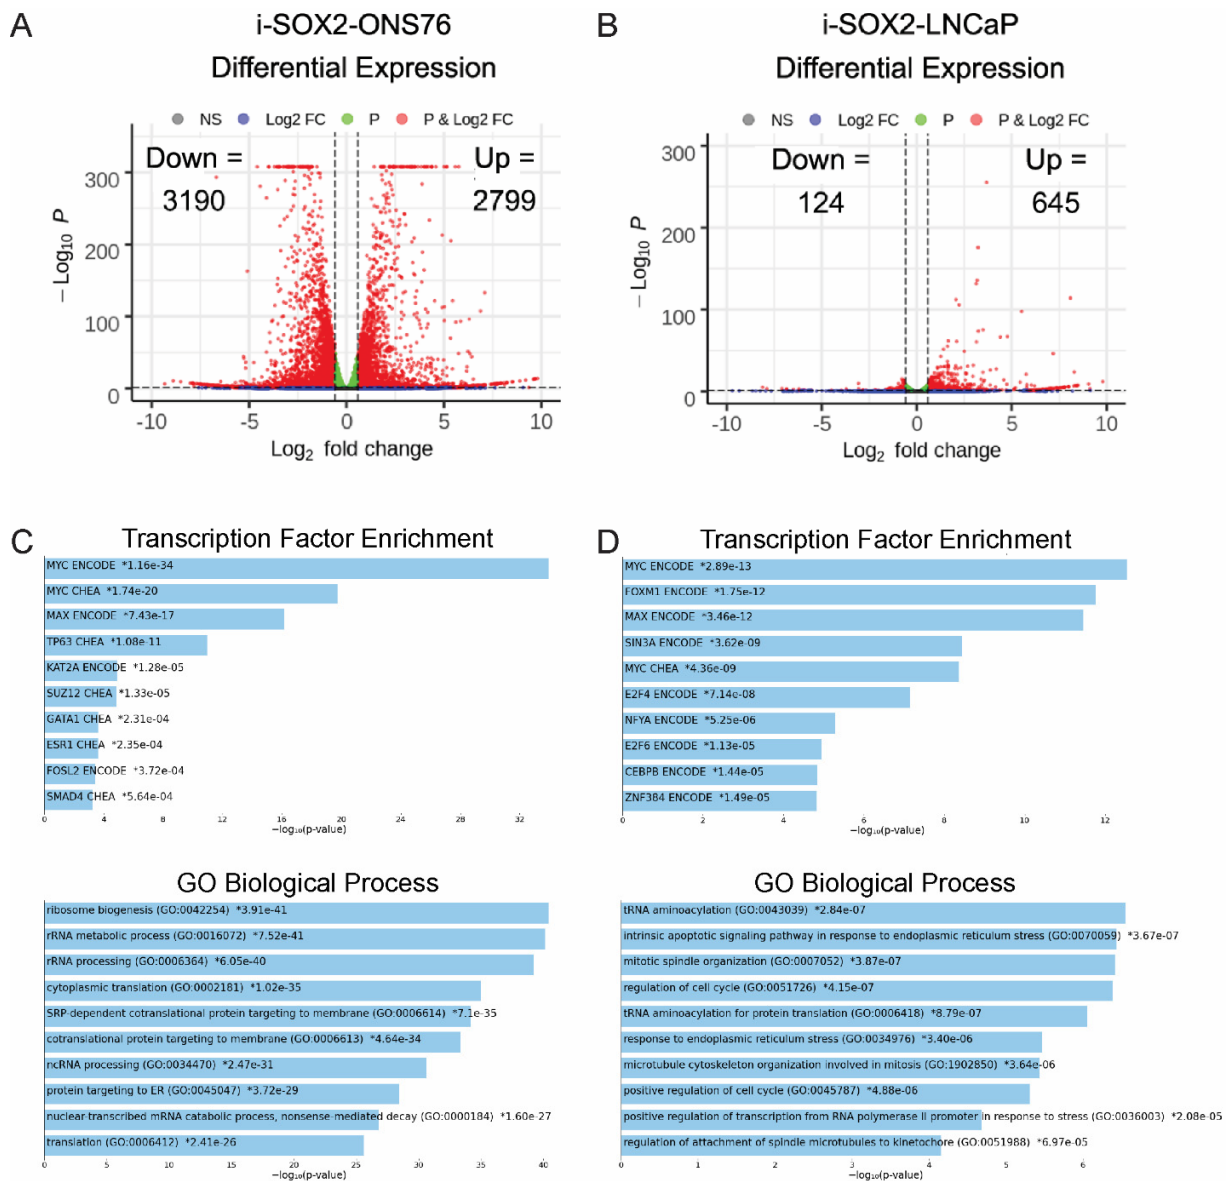

**Figure S1. GO analysis of genes downregulated in i-SOX2-ONS76 and i-SOX2-LNCaP cells.** Volcano plots of differentially expressed genes in **A.** i-SOX2-ONS76 and **B.** i-SOX2-LNCaP cells. Gene ontology enrichment for transcription factor binding sites (ENCODE and ChEA Consensus TF from ChIP-X) and GO Biological Process for genes downregulated in **C.** i-SOX2-ONS76 and **D.** i-SOX2-LNCaP DEGs.

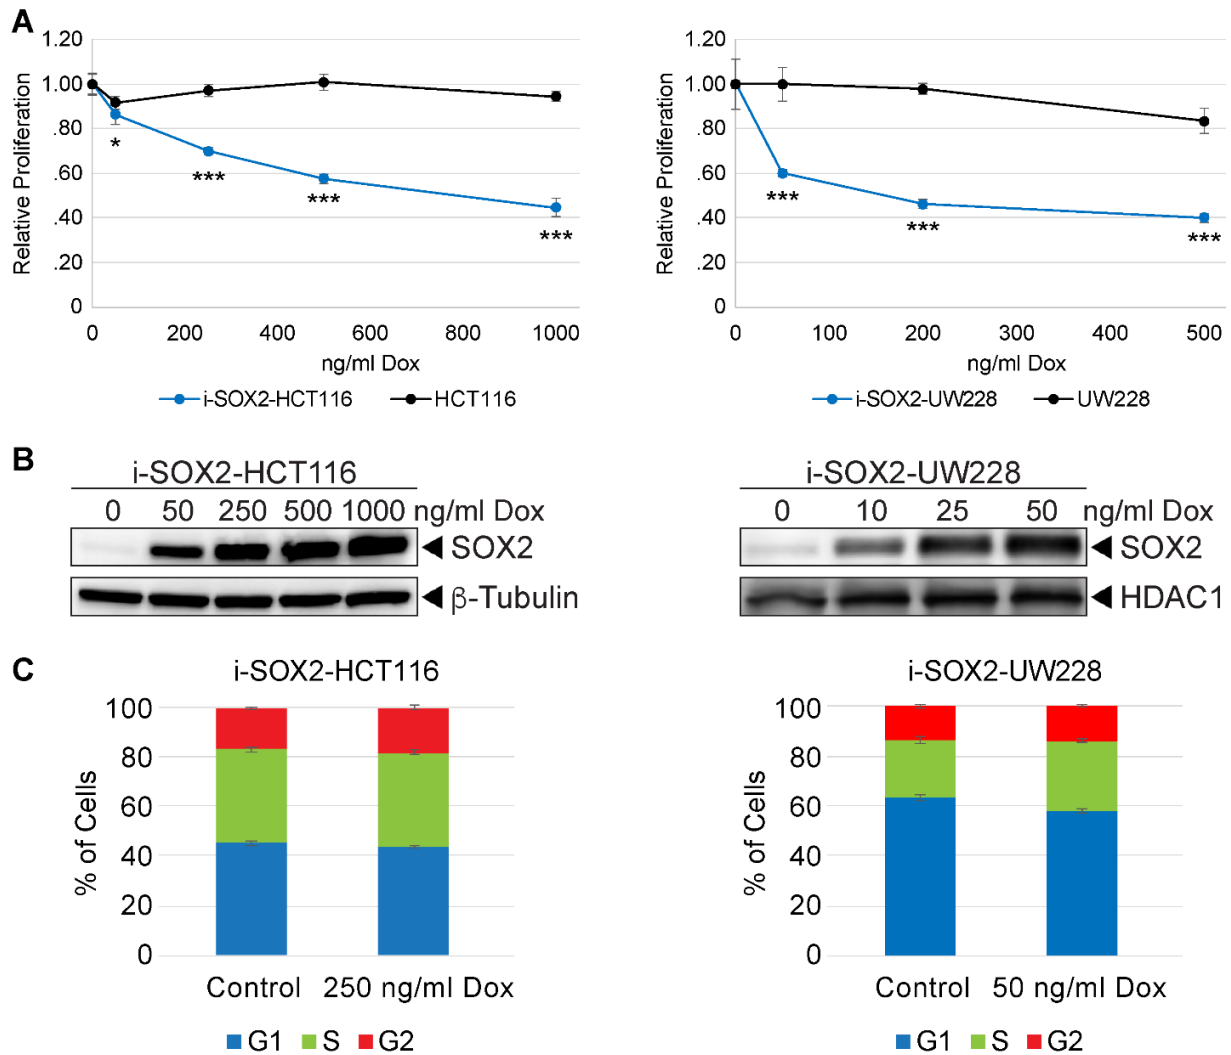

**Figure S2. Effects of SOX2 elevation on i-SOX2-HCT116 and i-SOX2-UW228 cells. A.** Proliferation of HCT116, i-SOX2-HCT116, UW228, and i-SOX2-UW228 cells as determined by MTT assays after 4 days culture in the presence of the indicated doses of Dox. **B.** Western blot analysis of whole cell extracts from i-SOX2-HCT116 and i-SOX2-UW228 cultured for 48 hours in the indicated doses of Dox. **C.** Cell cycle analysis of i-SOX2-HCT116 and i-SOX2-UW228 cells assessed by flow cytometry following 4 days culture in the presence of absence of Dox at the doses indicated. Error bars represent standard deviation.

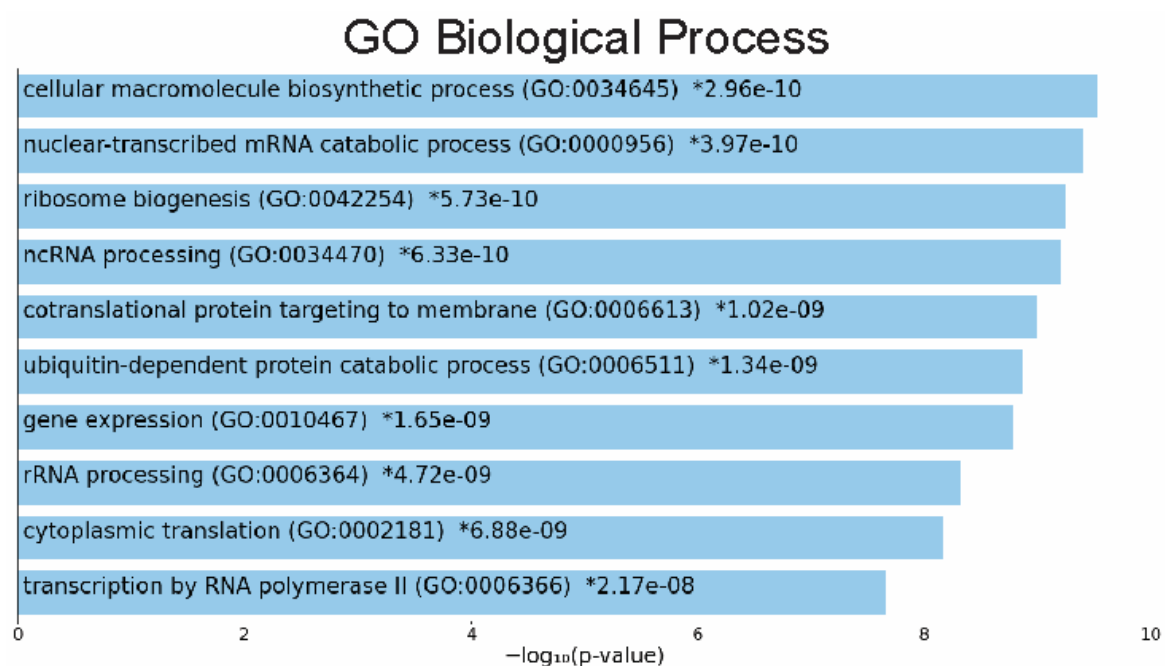

**Figure S3. Gene ontology analysis of MYC bound genes identified by ChIP-seq in ONS76 cells.** Top 10 GO Biological Process enrichment categories for MYC-bound genes in ONS76 cells.

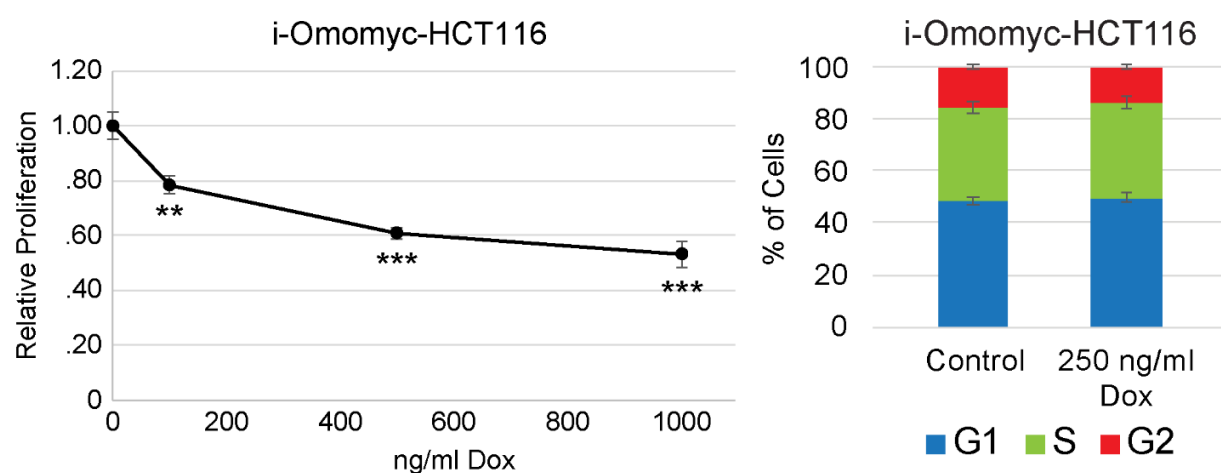

**Figure S4. Effects of omomyc induction on the proliferation and cell cycle of i-Omomyc-HCT116 cells.** **A.** Proliferation of i-Omomyc-HCT116 cells was determined by MTT assay after 4 days culture in the presence of Dox at the indicated doses. **B.** Cell cycle analysis of i-Omomyc-HCT116 cells measured by flow cytometry analysis after 4 days culture in the presence or absence of 250 ng/ml Dox.

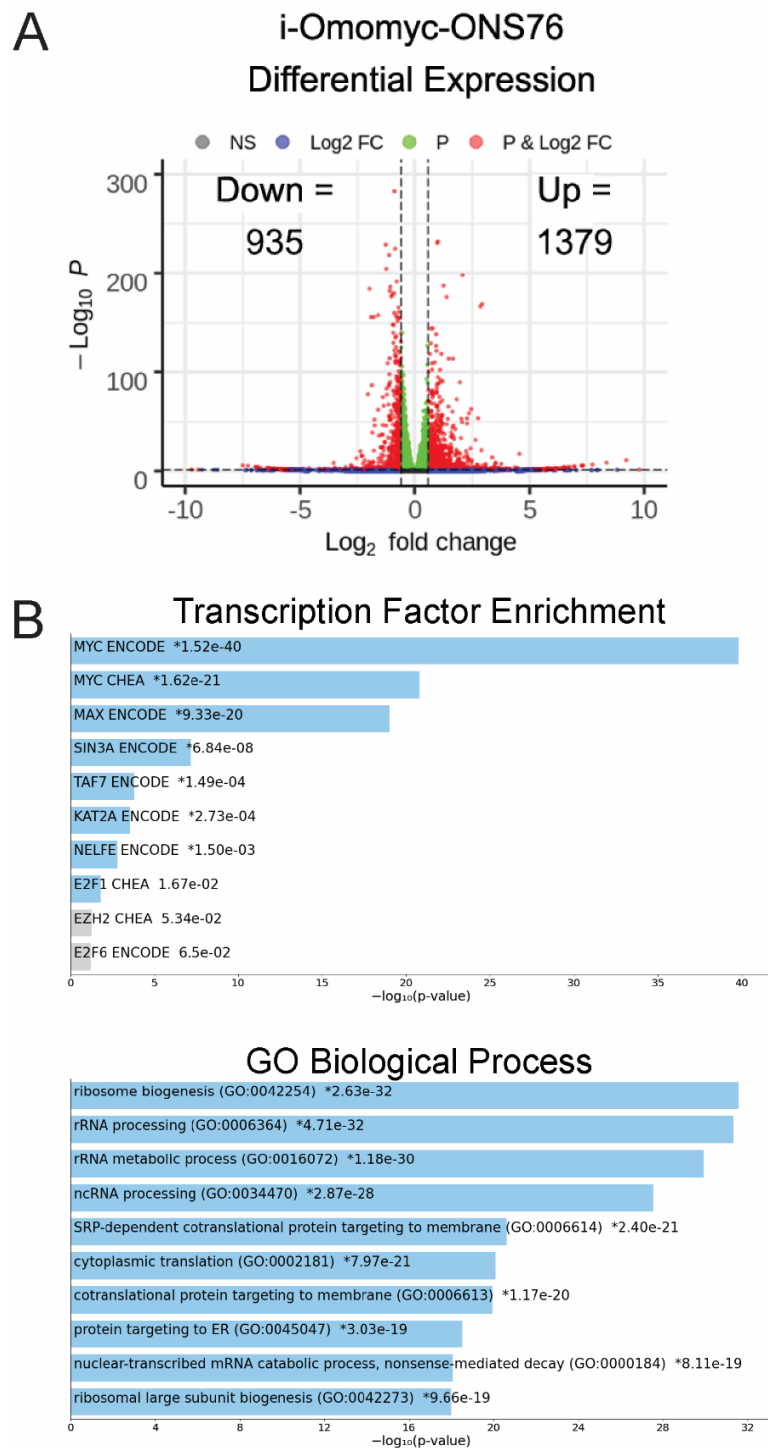

**Figure S5. RNA-seq analysis of i-Omomyc-ONS76 cells.** **A.** Volcano plot of differentially expressed genes following Dox treatment of i-Omomyc-ONS76 cells. **B.** TOP 10 GO Transcription Factor (ENCODE and CHEA) and Biological Process enrichment categories for genes downregulated following omomyc elevation in i-Omomyc-ONS76 cells.

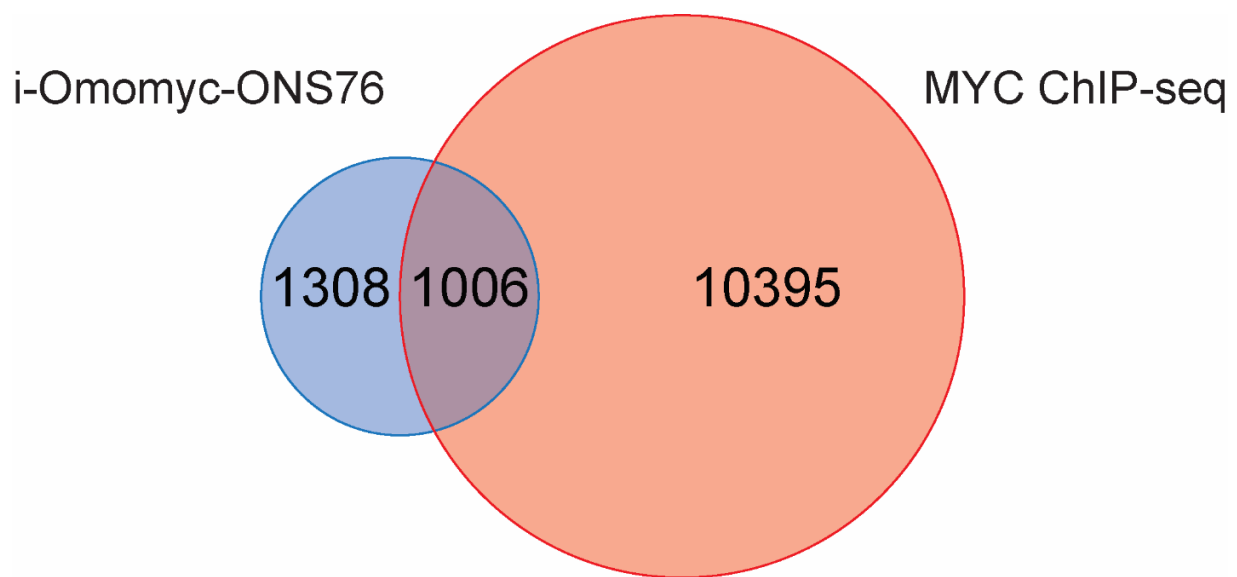

**Figure S6. Comparison of i-Omomyc-ONS76 DEGs and MYC-bound genes in ONS76 cells.** Venn diagram showing overlap of MYC-bound genes in ONS76 cells and i-Omomyc-ONS76 DEGs.

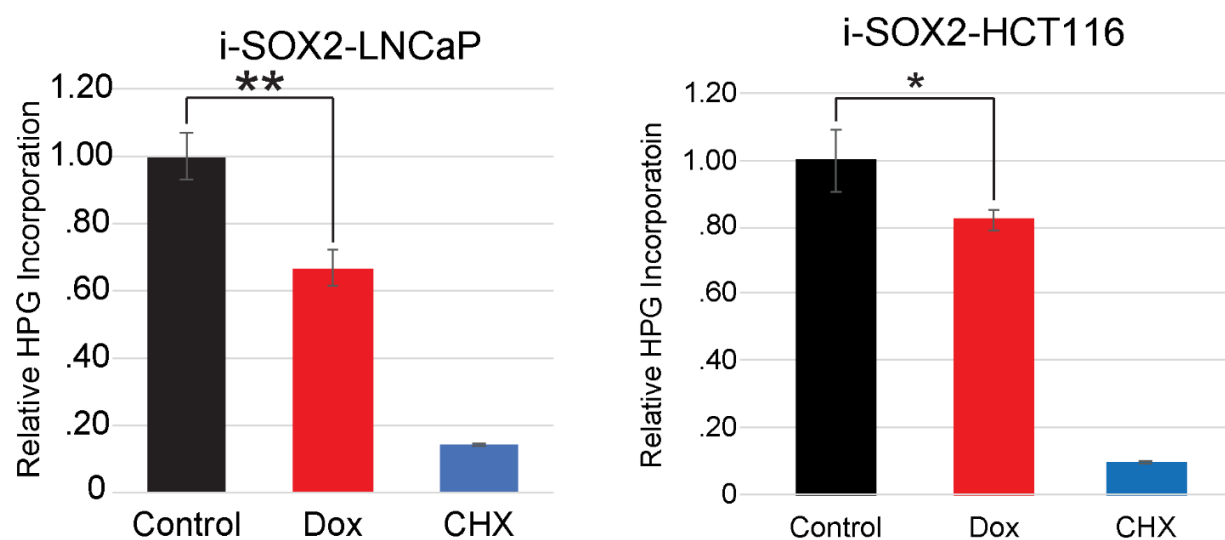

**Figure S7. Elevating SOX2 decreases protein translation in i-SOX2-LNCaP and i-SOX2-HCT116 cells.** Protein translation in i-SOX2-LNCaP and i-SOX2-HCT116 cells was quantified by

flow cytometry analysis of HPG incorporation after 48 hrs culture in the presence of the indicated doses of Dox. Error bars represent standard deviation.

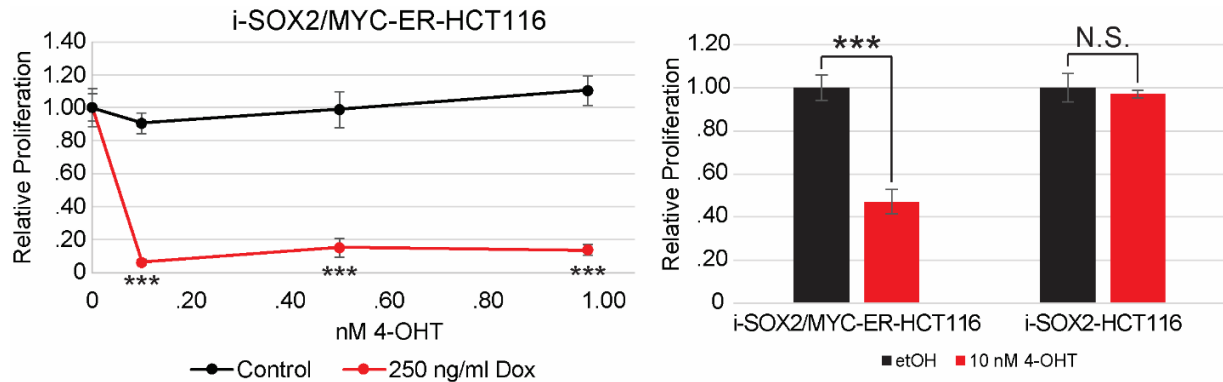

**Figure S8. Effects of MYC-ER induction on the proliferation of i-SOX2/MYC-ER-HCT116 cells.** **A.** Proliferation of i-SOX2/MYC-ER-HCT116 cells as determined by MTT assay following 4 days culture in the presence of Dox and 4-OHT at the indicated doses. **B.** Proliferation of i-SOX2/MYC-ER-HCT116 and i-SOX2-HCT116 cells was determined by MTT assay following 4 days culture in the presence or absence of 10 nM 4-OHT.

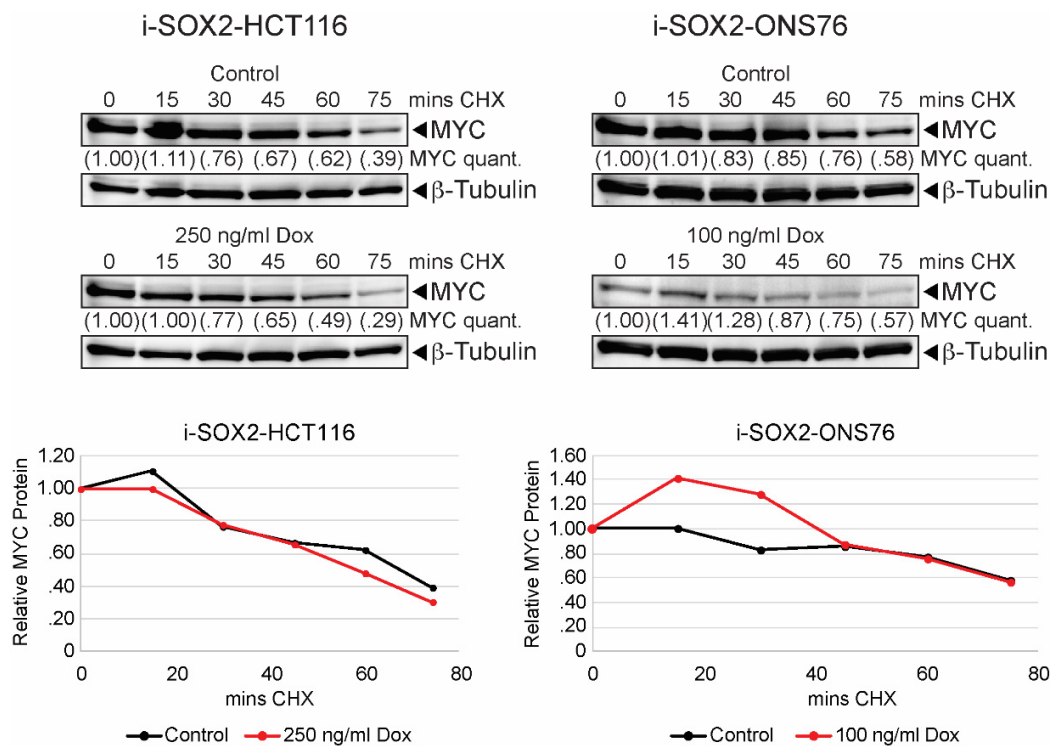

**Figure S9. SOX2 elevation does not significantly affect MYC protein half-life.** Western blot analysis of MYC protein levels in i-SOX2-HCT116 and i-SOX2-ONS76 cells after 24 hours treatment at the indicated Dox dosage followed by 50 mg/ml cycloheximide treatment for the times indicated. MYC protein levels were normalized to 0 cycloheximide time point.

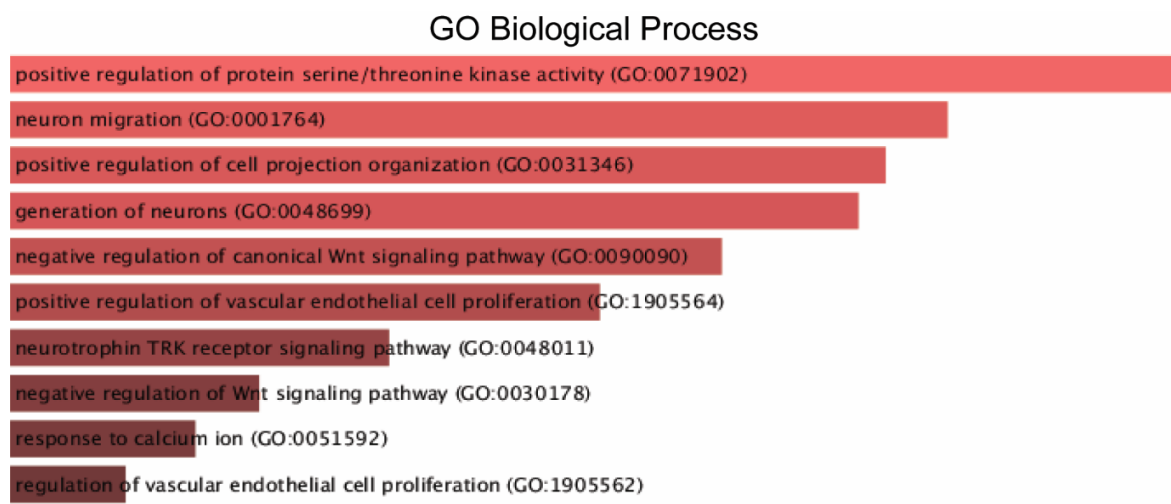

**Figure S10. Gene ontology analysis of genes upregulated by elevated SOX2 in i-SOX2-ONS76 cells and i-SOX2-LNCaP cells.** Top 10 GO terms for genes upregulated by elevating SOX2 in i-SOX2-ONS76 cells and i-SOX2-LNCaP cells.

How the deposited data were processed for this re-analysis (not part of the article)

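RNA of both i-SOX2 lines (ONS76 and LNCaP) and of the omomyc line was sequenced by the authors after 4 days with or without Dox, with 3 libraries of each of the 6 conditions and 18 libraries in all. The authors aligned the reads to hg38 and deposited a table per line in which each value is a count of reads per Ensembl gene, whole and unnormalized, for 60580 genes. All 18 columns were matched to their line and treatment by their labels. Binding data for MYC and the other experiments of the paper were not used.

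Counts were read with R 4.3.3. Gene symbols come from the deposited tables, and coordinates and exon overlaps from GENCODE release 44 on hg38, which held 60320 of the 60580 gene IDs. The authors' rule for the strand and for reads that map to several genes is not stated, so overlapping genes and close paralogs may share counts, which is given beside the genes named. Each line was fitted alone with edgeR 4.0.16, using filterByExpr, TMM and the robust quasi-likelihood test. p-values were adjusted by Benjamini-Hochberg over all genes tested in the line. DEGs were genes with an adjusted p below 0.05 and a change of at least 1.5-fold. CPM are edgeR's counts scaled by the TMM-corrected library size, given as mean and SD. The difference between the Dox effects of a pair of lines was tested as a contrast in 1 edgeR fit of their 12 libraries, with a term for line. Line and any sequencing batch go together, and the labels name no batch. Overlaps of DEGs were tested by Fisher's exact test among the genes tested in both lines.

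There were 6 lists of genes, for ribosome biogenesis (55 genes), other MYC targets (50), cytosolic ribosomal proteins (78), cytosolic aminoacyl-tRNA synthetases (20), cell cycle (42) and negative regulators of Wnt signaling (40), all of which were found in the tables. They stand in for the hallmark, ChEA and GO sets of the paper, which were not at hand. They were tested with camera of limma 3.58.1 at a preset correlation of 0.01, adjusted over the 18 pairs of list and line, and for differences between lines over the 6 lists of a pair.

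The lists, the limits, the comparisons within lines, the overlaps, the number of genes that differ between lines, the alternatives and the rule for the genes named were set before the data were examined. The differences between lines of whole lists and of single genes were added after. So was their adjustment over the 6 lists of a pair, which had first been made over all 12 list tests and gave the same calls then. By that rule the genes named are those the paper names, the 3 DEGs with the largest rise and the 3 with the largest fall per line among genes with a mean of at least 10 CPM whose Dox libraries all lay on one side of the controls, the 3 with the largest smaller change in each direction among the DEGs shared by a pair of lines, the DEG with the largest change of each list, and each negative Wnt regulator that rose as a DEG in an i-SOX2 line. The result of 1 gene that the rule names is not reported here. KIF11, CCNE2, KARS1, FOLH1, PGA3, PGA4, PGA5 and the genes near FOLH1 were chosen after their values were seen.

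The alternatives were DESeq2 1.42.0, no filter on low counts, a stricter filter (mean of at least 1 CPM), DESeq2 size factors in the edgeR fit, scaling by library size only, replicate number as a block, leaving out each library in turn, an adjusted p without a fold-change limit, a 2-fold limit, a test against a 1.5-fold change, matching genes by symbol, and for lists camera with an estimated correlation and fry.

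Library totals ranged from 56023022 to 99157182 counts. A gene with 0 counts in a library may have had up to 3 counts' worth of RNA, or 0.0309 to 0.052 CPM. This covers counting error only. The 10 genes with the most counts took 2.86% to 5.52% of a library, and TMM factors were between 0.963 and 1.036.

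The tests were run on counts simulated from the negative binomial distribution with the fitted mean and dispersion of each gene, in which 200 genes per line were changed. Of the 150 genes changed at least 2-fold, edgeR recovered 90% in i-SOX2-ONS76, 86.7% in i-SOX2-LNCaP and 89.3% in i-Omomyc-ONS76, none with the wrong direction, and 4.82%, 7.89% and 7.98% of its calls were unchanged genes. For DESeq2 recovery was 95.3%, 92.7% and 92.7%, and 12.6%, 23.4% and 12.8% of its calls were unchanged genes. The dispersions were those that edgeR had fitted, so these shares do not rank edgeR against DESeq2. In the real libraries 29.4%, 2.74% and 11.8% of the tested genes were DEGs. The shares of unchanged genes therefore do not carry over to the real DEGs. Of the simulated differences between lines of at least 2-fold, 74.8% (i-SOX2-ONS76 and i-SOX2-LNCaP) and 84.3% (i-SOX2-ONS76 and i-Omomyc-ONS76) were recovered. Each list test called the 1 shifted list and none of the 5 others, at an unadjusted p under 0.05. All genes of that list were shifted by the same amount, and genes were drawn independently of each other. The simulation therefore cannot show how the list tests behave when genes are correlated.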

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

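Chosen only after the results were seen were the tests of lists and single genes between lines, of transcript length and GC content, of scaling, of LNCaP cells and of Dox itself. The count of genes that differ between lines, the other splits of the libraries and the test of omomyc reads on MYC were set before, and the DUX4 genes were listed after TRIM48 had been seen but before their own values were.

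The Dox effects of 4488 genes differed between i-SOX2-ONS76 and i-SOX2-LNCaP, and those of 4238 genes between i-SOX2-ONS76 and i-Omomyc-ONS76, by the test of the difference itself. The joint fits held 23270 and 21345 genes, of which only 17090 and 18244 were tested in both lines. Some of the differences can thus mean too few counts in the other line. When the libraries of both lines were divided at random within each line, 1 of 100 splits, the real one, gave as many genes for the first pair and 8 of 100 for the second. Splits that keep the real groups of i-SOX2-ONS76 and break those of i-SOX2-LNCaP gave 3832 to 4136 genes, and all 8 of the second pair keep the groups of i-SOX2-ONS76. The shares thus follow the Dox effect in i-SOX2-ONS76, so they cannot decide whether chance gave the difference between the lines in either pair. Splits that keep the groups of neither line gave at most 4 genes in the first pair (79 splits) and 1 in the second (78 splits), so a chance division of the libraries of both lines is excluded as the source of the counts. Over the alternatives the counts stayed between 4113 and 4562 for the first pair and between 3614 and 4269 for the second. The scalings and filters run therefore do not account for them, though none of these filters required counts in both lines. Line and any sequencing batch go together, so a batch that changed the response to Dox is not separated from the line, and the biological differences between the lines (tumor type, transgene, SOX2 and MYC levels at the start) stay open as well, untested.

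The gene lists changed differently in i-SOX2-ONS76 and i-SOX2-LNCaP by a median of -0.8516 (ribosome biogenesis), -0.7619 (other MYC targets), -0.7827 (ribosomal proteins), -0.3811 (synthetases), 0.2022 (cell cycle) and -0.5998 (negative Wnt regulators) on the log2 scale. Between i-SOX2-ONS76 and i-Omomyc-ONS76 the medians were -0.3343, -0.3371, -0.2711, -0.1921 and 0.3311 for the first 5, while the Wnt list, with a median of -0.2183, did not differ by camera (adjusted p = 0.707) but did under fry (adjusted p = 0.0165). To test transcript length and GC content, their trend and that of expression was removed from all genes, and lists of random genes of the same size and expression were drawn. For the first pair the medians were then -0.804, -0.647, -0.487 and -0.358 for ribosome biogenesis, other MYC targets, ribosomal proteins and synthetases, each outside the central 95% of random lists, which speaks against length and GC content as the whole explanation. The cell cycle median became 0.136, within the -0.192 to 0.162 of random lists, so this difference may follow length and GC content. It also had an adjusted p of 0.0598 without Dox replicate 1 of i-SOX2-LNCaP (range over its alternatives 0.000473 to 0.263, the latter with an estimated correlation, camera and fry). For the second pair the medians were -0.399, -0.235, -0.208, -0.237 and 0.346, again outside the range of random lists, though for the synthetases only after the trend was removed (-0.192 within -0.211 to 0.182 before, -0.237 outside -0.218 to 0.228 after). The medians of the Wnt list became -0.399 and 0.093, which decide nothing as its members went both ways, with 21 of 35 and 20 of 34 below 0 before the trend was removed and 20 and 14 after. With a correlation estimated from the data, only the differences of ribosome biogenesis and other MYC targets in the first pair held (adjusted p = 0.00451 and 0.0184, camera). None of the second pair did, with adjusted p of 0.0723 at the least, while the 11 that camera called held under fry. Under other scalings the cell cycle difference of the second pair was at least 0.329, which speaks against scaling as its source. Open are reads shared between ribosomal protein genes and their pseudogenes, which the counts do not resolve, a batch that goes with the line, and the biological reading that the lists follow how far MYC activity fell. The last would be in line with the medians of -0.804 and -0.399 for ribosome biogenesis, but the cell cycle list went the other way, by 0.2022 and 0.3311, and the lines differ in more than MYC.

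Single genes the paper names also differed between the lines. In i-SOX2-ONS76 relative to i-SOX2-LNCaP the differences were -3.308 for SOX2, -3.3165 for MYC, -0.9836 for PES1, -0.8366 for CAD, -1.2747 for CTNNB1 and -0.8191 for GAPDH. Relative to i-Omomyc-ONS76 they were 3.6418 for SOX2, -5.9083 for MYC, -0.2648 for MAX, -0.4036 for PES1, -0.3169 for CAD, 0.1981 for CTNNB1 and -0.5453 for GAPDH. In the second pair SOX2 carries the SOX2 transgene of 1 line, and the MYC count, whose log2 fold change in i-Omomyc-ONS76 was 2.20, may hold reads of the omomyc transgene, so neither difference measures the cells' own genes alone. The GAPDH differences are not explained by scaling, since its log2 fold change in i-SOX2-ONS76 was -0.567 or lower under each of the 3 scalings. MAX shares exons with FNTB, CHURC1-FNTB and 1 other gene. The differences of PES1 and CAD kept their sign and their adjusted p below 0.05 under all alternatives run, from -1.04 to -0.87 for PES1 in the first pair. For these and for CTNNB1 a batch that goes with the line and biological differences between the lines stay open.

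TRIM48 was at 51.6 CPM in Dox-treated i-SOX2-ONS76 cells and MOBP at 34.2 CPM in Dox-treated i-SOX2-LNCaP cells, with no count in any control. The paper does not discuss either gene. Both were counted in each of the 3 Dox libraries, at 3755 to 4640 and 1899 to 2989 counts. LNCaP cells in the Dox libraries of i-SOX2-ONS76 could bring TRIM48 to no more than its level in such cells, which was at most 0.639 CPM in a library of i-SOX2-LNCaP. This argues against them as its source. A switch of the DUX4 program, which includes genes of the TRIM48 family, is argued against by 0 of 20 DUX4 targets being counted in the Dox libraries alone. Dox itself as the source of TRIM48 is argued against by i-Omomyc-ONS76 cells, which derive from the same line and had 0 counts of it in each Dox library, at a Dox concentration that the paper's text does not give. For MOBP no such line was at hand. Reads from paralogs of TRIM48 and from the gene overlapping MOBP stay open, and so does induction by SOX2, the biological candidate of the design.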

How the results depend on the processing

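The alternatives in this part were all chosen before the results were seen, and matching genes by symbol changed nothing and tests nothing. Of 473 values of the 33 results that answer a comparison, 422 kept their direction and their side of the threshold (or, for counts, stayed within 1.5 times), 26 moved, 17 became weaker, 2 stronger and 6 reversed. For single genes and differences between lines 1325 kept both, 44 became weaker, 3 stronger and 10 reversed. For each result below that did not keep them, the cause was not tested, apart from limits on fold change, which by construction change how many genes can pass.

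Without the fold-change limit i-SOX2-ONS76 had 10828 DEGs and at 2-fold 3480. For i-SOX2-LNCaP the counts were 898 and 319, with 166 in a test against a 1.5-fold change, and for i-Omomyc-ONS76 they were 8082, 871 and 694. Shared DEGs of i-SOX2-ONS76 and i-SOX2-LNCaP numbered 592, 106 and 67 under these limits, and of i-SOX2-ONS76 and i-Omomyc-ONS76 5973, 353 and 402. The share with the same direction was 80.6% for the former in the test against a 1.5-fold change and 81.14% for the latter under the stricter filter. With 1 library left out, i-SOX2-LNCaP had 294 to 553 DEGs and shared 145 to 243 with i-SOX2-ONS76, 65.97% to 78.62% of them in the same direction. Replicate number as a block gave 73.37% in the same direction. The numbers do not pair the libraries, as changes of libraries with the same number had correlations of -0.021 to 0.032.

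The fall of MYC in i-SOX2-LNCaP was -0.3837 with library size only (adjusted p = 0.065, edgeR), -0.4031 with the block (adjusted p = 0.105, edgeR) and -0.4876 to -0.3153 with 1 library left out. It lost significance without control replicate 1, 2 or 3 or Dox replicate 1. With an estimated correlation the medians, which stay as they were, lost significance by camera for cell cycle (-0.1329), synthetases (-0.2051), other MYC targets (-0.1493), ribosomal proteins (-0.0733) and negative Wnt regulators (0.2419) in i-SOX2-LNCaP, and for ribosomal proteins in i-SOX2-ONS76 (-0.7894) and i-Omomyc-ONS76 (-0.5585), with adjusted p = 0.134, 0.201, 0.182, 0.73, 0.202, 0.179 and 0.0704. Under fry the ribosomal protein result of i-SOX2-LNCaP (-0.0733) was lost (adjusted p = 0.519), while the Wnt list became significant in i-SOX2-ONS76 (-0.0786, adjusted p = 0.0117) and i-Omomyc-ONS76 (-0.0133, adjusted p = 0.0141). Leaving out 1 library, medians ranged from -0.0023 to 0.1063 for cell cycle in i-SOX2-ONS76, from -0.1305 to 0.002 for ribosomal proteins and 0.1142 to 0.3223 for Wnt regulators in i-SOX2-LNCaP, and from -0.1974 to 0.0554 for Wnt regulators in i-SOX2-ONS76. The sign turned without Dox replicate 1 of i-SOX2-ONS76 and Dox replicate 3 of i-SOX2-LNCaP. The Wnt median also turned to 0.0145 in i-SOX2-ONS76 and 0.0485 in i-Omomyc-ONS76 with library size only, and to 0.0046 in the latter without a filter.

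Changes near 0 reversed for MAX in i-Omomyc-ONS76 (0.0282 with library size only, -0.0865 to 0.0287 with 1 library left out), for MYCL in i-SOX2-ONS76 (-0.1832 to 0.4459), and for their differences between i-SOX2-ONS76 and i-SOX2-LNCaP (MAX 0.0263 with library size only and -0.1836 to 0.0164, MYCL -0.3307 to 0.3391). Scaling by library size only shifted the median of all genes by 0.0926 in i-SOX2-ONS76 and 0.0617 in i-Omomyc-ONS76. Depth limits genes such as MYCL in i-SOX2-ONS76, with 9 to 30 counts per library, whose log2 fold change had a standard error of 0.575. A large change could still be called at such depth. DACT3, with 3 to 26 counts per control library and 60 to 76 with Dox, was called there (adjusted p = 0.00603, edgeR). MYCN, with at most 10 counts, had too few to be tested.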

Differences from the paper's values

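The tests in this part were set before the data were examined, apart from the tally over the cell cycle list, which was chosen after the result was seen. The number of DEGs that fell in i-SOX2-LNCaP was 55, and the paper's is about 120 in Figure S1B, read by eye. Of the alternatives, DESeq2 gave 123, which does not differ. The others differ, with 67 for no filter, 48 for the stricter filter, 55 for DESeq2 size factors, 49 for library size only, 45 for the replicate block, 231 for the adjusted p only, 21 at 2-fold, 1 in the test against a 1.5-fold change, and 19, 21 and 34 without control replicate 1, 2 and 3 and 78, 53 and 79 without Dox replicate 1, 2 and 3.

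The paper states that MYCL is not expressed at a significant level in either i-SOX2 line. In control i-SOX2-LNCaP cells it was at 15.4 CPM, above 53.7% of the genes tested. In i-SOX2-ONS76 it was at 0.236 CPM, and MYCN was at 0 in i-SOX2-LNCaP and at 0.0712 CPM in i-SOX2-ONS76, as the paper states.

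The paper states, from a GO analysis of each i-SOX2 line, that the genes that fell were enriched for cell cycle regulation. On the list of 42 cell cycle genes, 19 were below 0 and 23 above in i-SOX2-ONS76, with a median of 0.05. By edgeR 0 were DEGs that fell, and 0 by DESeq2. Without the fold-change limit 16 fell and 16 rose there at an adjusted p under 0.05 (edgeR). In i-SOX2-LNCaP 36 of the 42 were below 0. The list is shorter than the GO terms the paper tested.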

Other observations

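Chosen only after the results were seen were the tests of spread, scaling, single libraries, exons, neighbouring genes, LNCaP cells and GSEA permutations. The test of omomyc reads counted on MYC and the other splits of the libraries were set before, and the DUX4 genes were listed before their own values were seen but because of TRIM48.

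The number of DEGs was compared with that of the other splits of the 6 libraries of each line. In each line 1 of 10 splits, the real one, gave as many, and the largest other count was 0 in i-SOX2-ONS76, 4 in i-SOX2-LNCaP and 1 in i-Omomyc-ONS76. A design of 3 libraries against 3 cannot give a share below 0.1, so the share alone cannot exclude chance. The counts themselves, 5848 against 0, 545 against 4 and 2238 against 1, argue against a chance division of the libraries as their source.

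A larger spread between libraries could lower the number of DEGs in i-SOX2-LNCaP, so the size of the changes was compared whatever their p-value. Of 8982 genes with a mean of at least 10 CPM in both lines, 2216 changed by at least 1.5-fold in i-SOX2-ONS76 and 201 in i-SOX2-LNCaP, with a median absolute log2 fold change of 0.301 and 0.118. A larger spread would raise the second numbers, which argues against it as the whole explanation for fewer DEGs. The paper proposes the smaller fall of MYC as the reason, which these counts do not test.

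The MYC count rose in i-Omomyc-ONS76 while the lists of MYC targets fell. The log2 fold change of 2.20 is in line with omomyc transcripts being counted on MYC, though a rise of the cells' own MYC is not excluded, since the table has 1 value per gene and the transgene's sequence is not in it. SOX2 fell in the same cells from 38.9 ± 2.87 to 23.1 ± 1.57 CPM (SD, n = 3 each), a log2 fold change of -0.75 (standard error 0.07, adjusted p = 7.03e-07, edgeR). No explanation for this was tested. MYCL rose in i-Omomyc-ONS76 from 0.312 to 0.687 CPM (adjusted p = 0.0457, edgeR), which did not hold by DESeq2 (adjusted p = 0.086) or without control replicate 1, 2 or 3 or Dox replicate 1 or 3 (adjusted p = 0.111, 0.0557, 0.0919, 0.112 and 0.199, edgeR), over a range of 0.0269 to 0.199.

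GAPDH, which the paper uses as a reference gene, fell in i-SOX2-ONS76 from 5210 ± 135 to 3300 ± 183 CPM (SD, n = 3 each), a log2 fold change of -0.66 (standard error 0.05, adjusted p = 1.3e-07, edgeR). Scaling by library size alone gave the value nearest to 0 over 3 scalings, -0.567 (adjusted p = 3.08e-07, edgeR). This is short of the 1.5-fold limit, so GAPDH was then not a DEG. The fall itself stayed under each scaling, so scaling does not account for all of it. GAPDH shares exons with 1 other gene and has many processed pseudogenes, which stay open, as does an effect of SOX2. It did not change past the limits in i-SOX2-LNCaP (2660 to 2920 CPM, adjusted p = 0.597, edgeR) and fell by 0.13 on the log2 scale in i-Omomyc-ONS76 (adjusted p = 0.00152, edgeR). Relative to GAPDH, 12.3% of MYC was left in i-SOX2-ONS76 and 69.2% in i-SOX2-LNCaP.

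CTNNB1, which encodes β-catenin, rose in i-SOX2-LNCaP from 273 ± 12.8 to 777 ± 158 CPM (SD, n = 3 each), a log2 fold change of 1.51 (standard error 0.13, adjusted p = 0.000237, edgeR), and in i-SOX2-ONS76 from 532 to 636 CPM (adjusted p = 6.44e-05, edgeR), below the 1.5-fold limit. The Dox libraries of i-SOX2-LNCaP were at 694, 677 and 959 CPM, so 1 library was tested as the source. With each library left out in turn the log2 fold change was at least 1.32, which argues against it. The biological candidate, an effect of SOX2, was not tested further.

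Genes with 0 counts in each library of 1 group and DEGs numbered 106 in i-SOX2-ONS76 (63 in the controls), 43 in i-SOX2-LNCaP (40) and 22 in i-Omomyc-ONS76 (16). Exons shared with another gene were found for 29.5% of them in i-SOX2-ONS76, below the 34.3% to 52.4% of random lists of like expression, which argues against overlapping genes as their source. In i-SOX2-LNCaP and i-Omomyc-ONS76 the shares were 53.5% and 61.9%, within the 27.9% to 55.8% and 23.8% to 61.9% of random lists, so overlap cannot be told apart from other sources there. In i-SOX2-ONS76 26 of them had another one within 500 kb, where random lists had 2 to 15 (permutation p = 0.0001, the smallest that 10000 random lists can give), and in i-SOX2-LNCaP 5, where random lists had 0 to 4 (p = 0.0246 by permutation). In i-Omomyc-ONS76 0 had one. A candidate explanation in the i-SOX2 lines is that neighbouring genes are switched together. On chromosome 11 of i-SOX2-ONS76, 5 such genes lie between 48880111 and 49208638 and include FOLH1, which went from 0 to 6.82 ± 1.36 CPM (SD, n = 3). Of the 4 others, 2 have exons that overlap each other's on opposite strands and can share reads. The remaining ones, TRIM51CP and TRIM53CP, were at 0.278 and 1.77 CPM with Dox. Their symbols are of the TRIM family, as is TRIM48, so reads shared with its paralogs stay open for them. A further 3 such genes lie on chromosome 7 between 57629285 and 57836251. In i-SOX2-LNCaP 3 lie on chromosome 11 between 61203307 and 61251444 and are the near-identical paralogs PGA3, PGA4 and PGA5, which can share reads.

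FOLH1 is abundant in LNCaP cells, at 1120 CPM in the i-SOX2-LNCaP libraries, so LNCaP cells in the Dox libraries of i-SOX2-ONS76 were tested as its source. A share of 0.612% would give its level, and 15.4 CPM of KLK3 and 2.65 CPM of HOXB13, where KLK3 was at 0 and HOXB13 changed by -0.193 CPM. The test was written for 12 LNCaP markers, of which 9 rose by less than 10% of the level needed. It was narrowed, after the values were seen, to the 7 under 1 CPM in the controls, since the 5 others could hide a small share. Of the 7, 6 stayed under the limit and TRPM8 was just above it, at 0.076 CPM where 0.758 was expected. Both counts argue against LNCaP cells. Of 20 DUX4 target genes 17 had no count in any library of the line and 0 were counted in the Dox libraries alone.

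The GSEA the paper used can permute sample labels or genes, and the paper's text does not say which. On the ribosome biogenesis list in i-Omomyc-ONS76 the normalized score was -1.14 with labels permuted (p = 0.1 by permutation). Of the 20 label permutations, the real labels included, 10 gave a score of that sign, so 0.1 is the smallest p they can give. With genes permuted it was -3.16 (p = 0.001, the smallest that 1000 permutations can give). The Wnt list went the other way in i-SOX2-ONS76 (-1.41 with labels, -1.16 with genes) and i-Omomyc-ONS76 (-1.21 and -1.16). So did the cell cycle list in i-SOX2-ONS76 (0.886 and 0.606). All other pairs of list and line scored further from 0 with genes permuted. The few label permutations of 3 libraries against 3 limit the p-value by construction, while whether they limit the score is not decided. Genes permuted at random ignore the correlation between genes.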
